# CRL4^Wdr70^ regulates H2B monoubiquitination and facilitates Exo1-dependent resection

**DOI:** 10.1038/ncomms11364

**Published:** 2016-04-21

**Authors:** Ming Zeng, Laifeng Ren, Ken'Ichi Mizuno, Konstantinos Nestoras, Haibin Wang, Zizhi Tang, Liandi Guo, Daochun Kong, Qiwen Hu, Qun He, Lilin Du, Antony M. Carr, Cong Liu

## Abstract

Double-strand breaks repaired by homologous recombination (HR) are first resected to form single-stranded DNA, which binds replication protein A (RPA). RPA attracts mediators that load the Rad51 filament to promote strand invasion, the defining feature of HR. How the resection machinery navigates nucleosome-packaged DNA is poorly understood. Here we report that in *Schizosaccharomyces pombe* a conserved DDB1-CUL4-associated factor (DCAF), Wdr70, is recruited to DSBs as part of the Cullin4-DDB1 ubiquitin ligase (CRL4^Wdr70^) and stimulates distal H2B lysine 119 mono-ubiquitination (uH2B). Wdr70 deletion, or uH2B loss, results in increased loading of the checkpoint adaptor and resection inhibitor Crb2^53BP1^, decreased Exo1 association and delayed resection. Wdr70 is dispensable for resection upon Crb2^53BP1^ loss, or when the Set9 methyltransferase that creates docking sites for Crb2 is deleted. Finally, we establish that this histone regulatory cascade similarly controls DSB resection in human cells.

## Abstract (web summary)

The repair of double-strand DNA breaks by homologous recombination requires resection of the DNA ends. Here the authors show that in Schizosaccharomyces pombe and human cells, Wdr70 is recruited as part of the CRL4 complex to promote ubiquitination of H2B and allow Exo1-mediated resection.

DNA damage, if not accurately repaired, poses a threat to genome integrity. When incorrectly repaired, a single DNA double-strand break (DSB) can result in loss of genetic information and gross chromosomal rearrangement, both signatures of carcinogenesis^1^. In metazoans, DSBs are mainly repaired by non-homologous end joining (NHEJ) or homologous recombination (HR). NHEJ requires minimal DNA end processing and is innately error prone because chemically damaged or lost bases are not replaced. In contrast, HR requires extensive 5′-to-3′ DNA end resection. This generates a stretch of RPA-coated single-stranded DNA (ssDNA) that attracts repair factors to build a Rad51 filament to initiate a homology search. Once a homologous template is found, repair is accurate because DNA synthesis can replace bases that were either lost or chemically modified at the original damage site^2^.

Resection is initiated by an Mre11–Rad50–Nbs1 complex (MRN) and the associated C-terminal-binding protein interacting protein (CtIP) repair factor^3^,^4^. DNA is nicked by the Mre11 nuclease on the strand with the 5′ end, ∼15–20 bases 3′ from the break. In the yeast model system, this Mre11 activity is regulated by the CtIP homologue^5^. The small region from the nick site to the break is subsequently degraded 3′ to 5′ back to the break, releasing DSB-bound proteins such as the NHEJ initiator Ku. MRN- and CtIP-dependent ‘clipping' provides an entry point for the 5′ to 3′ resection factors. Resection depends on either Exo1 or Dna2 (which function in complex with BLM: known as Sgs1 or Rqh1 in *S. cerevisiae* and *S. pombe*, respectively)^5^. Once resection is initiated, repair of the DSB is channelled into HR pathways such as sister chromatid repair or single-strand annealing^2^. Thus, the regulation of resection initiation and its subsequent progression are thought to determine which repair pathway, HR, NHEJ or microhomology-mediated end joining^6^, acts to repair the break.

DSB repair and its regulation occur on chromatin. A cascade of proteins associate with chromatin in proximity to a DSB and this is largely dependent on H2AX phosphorylation by DNA damage signalling proteins^7^. This accumulation of proteins into foci has been suggested to serve a number of specific functions; increasing the local concentration of repair factors, allowing amplification of DNA damage signals and facilitating the regulation of resection to promote the use of the appropriate DNA repair pathway^2^. In addition to H2AX phosphorylation, multiple other histone modifications have been directly linked to DSB signalling and repair in both yeast and human cells^8^, but many details regarding how chromatin modification coordinates with the signalling, processing and repair of DNA damage remain elusive.

The Cullin 4 ring E3 ubiquitin ligases (CRL4s) regulate a wide variety of biological processes including chromatin remodelling, DNA replication and repair^9^. Like SCF (Skp1-CUL1-F box) complexes, CRL4s consist of a core set of components (CUL4-DDB1-ROC) associated with one of a variety of substrate-specific adaptors that target defined proteins to CRL4 for ubiquitin-dependent modification. These adaptors form a family of ‘DWD' (DDB1-binding WD40) proteins that define multiple CRL4 complexes (that is, CRL4^Cdt2^; CRL4^Ddb2^; and so on)^9^. Database search and biochemical analysis predict that about one-third of the human WD40 proteins contain DWD motif and thus are prospective CRL4 targeting subunits. Only few of these have been biologically characterized.

Fission yeast CRL4^Cdt2^ was shown to regulate dNTP synthesis during DNA replication and repair by promoting degradation of Spd1, a ribonucleotide reductase (RNR) inhibitor^10^,^11^,^12^,^13^. Deletion of *spd1* can partially alleviate the hypersensitivity of *cul4*Δ and *ddb1*Δ mutants to genotoxic agents, but does not fully reverse these phenotypes^11^. This indicated that CRL4s regulate the DNA damage response via additional substrate-targeting subunits. Based on this hypothesis, we set out to identify additional roles for CRL4s in the DNA damage response. We identified Wdr70, a previously uncharacterized WD40-repeat protein. We demonstrate that Wdr70 associates with Ddb1 to form a novel CRL4 complex and that the level of this complex is increased in response to DNA damage. We establish that CRL4^Wdr70^ specifically promotes resection of DSBs and HR by regulating the monoubiquitination status of histone H2B (uH2B). We show that this mechanism is evolutionarily conserved in human cells, identifying a novel aspect of chromatin regulation during DSB repair.

## Results

### Wdr70 forms a damage-induced CRL4 complex

Fission yeast CRL4^Cdt2^ regulates dNTP synthesis during DNA replication and repair by promoting degradation of Spd1, a RNR inhibitor^11^,^12^,^13^. To identify additional roles for CRL4s in the DNA damage response, we introduced a cDNA library into *ddb1*Δ *spd1*Δ cells and screened for altered genotoxin sensitivity. We identified *wdr70*^+^ (SPAC343.17c), expression of which increased sensitivity to a range of treatments (see Supplementary Fig. 1a for details). Wdr70 is a conserved nuclear WD40-repeat protein with a ‘DWD' motif (^325^WDxR^328^; Fig. 1a and Supplementary Fig. 1b,c) that defines the association between DCAF and the CRL4 subunit, Ddb1 (ref. 14). We showed that Wdr70 physically interacts with Ddb1 (Fig. 1b) in a DWD-dependent manner (Supplementary Fig. 1d), that this interaction is resistant to ethidium bromide (Supplementary Fig. 1e) and enhanced upon ultraviolet light treatment or exposure to ionising radiation (IR) (Fig. 1c). This indicates the formation of a CRL4^Wdr70^ complex that is DNA damage stimulated.

*wdr70* null cells (*wdr70*Δ), or cells harbouring a mutation in the DWD motif that prevents binding to Ddb1 (*wdr70-wd*), exhibited slow growth and an elongated cell phenotype typical of delayed G2/M progression (Supplementary Fig. 1f,g). These phenotypes are reminiscent *S. pombe* DNA repair mutants that accumulate unrepaired spontaneous DNA damage^15^. Consistent with increased endogenous lesions, *wdr70*Δ viability was dependent on *rad3*^ATR^, a core DNA structure checkpoint gene, and untreated *wdr70*Δ cells showed low plating efficiency, a high incidence of mitotic catastrophe and elevated spontaneous Rad52 foci (Supplementary Fig. 2a–d). When compared with *wdr70*^+^ controls, *wdr70*Δ cells displayed viability loss upon ultraviolet or Methyl methanesulfonate (MMS) treatment (Fig. 1d). Although not sensitive to IR and CPT treatment (Supplementary Fig. 2e), *wdr70*Δ cells showed prolonged Chk1 phosphorylation and enhanced mitotic delay in response to treatment with both IR and MMS (Supplementary Fig. 2f). Repair capacity, as judged by recovery of full-length chromosomes upon pulse field gel electrophoresis, was reduced in response to MMS treatment, but not IR treatment (Fig. 1e).

CRL4^Cdt2^ degrades Spd1 to regulate RNR to promote nucleotide synthesis for postsynaptic gap filling and efficient HR^13^. We observed that Spd1 levels are increased in *wdr70*Δ G2 cells (*spd1* mRNA levels are elevated) and that, consistent with this, concomitant *spd1* deletion partially rescued *wdr70*Δ damage sensitivity (Supplementary Fig. 2g). 

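*spd1* mRNA was 1.20-fold higher in *wdr70*Δ than in *wdr70*+ cells arrested in G2 and sequenced as poly(A)+ RNA, with 1 library per genotype. The *spd1* gene (SPAC29B12.03), which encodes the RNR inhibitor, was read 975 times in *wdr70*+ and 1249 times in *wdr70*Δ, or 188 and 225 CPM (reads scaled to the size of the library). The log2 ratio of *wdr70*Δ over *wdr70*+ was 0.26 (95% counting interval 0.14 to 0.39), which lies above 0 and below a 2-fold difference. The authors' own deposited comparison gives *spd1* a corrected *P*-value of 0.21. The group of dNTP synthesis and its control holds 7 genes, *spd1* among them, of which 6 were measured and none was 2-fold different. With *spd1*, 2 of the 6 had a log2 ratio above 0 and 4 below 0, and the median was −0.16. *cdc22*, the large subunit of RNR, had a log2 ratio of 0.22 (0.12 to 0.31) and *suc22*, the small subunit, of −0.10 (−0.16 to −0.04). *spd2*, another regulator of RNR, had a log2 ratio of −0.33 (−0.43 to −0.24), and *cdt2*, the CRL4 substrate receptor for Spd1, of −0.22 (−0.47 to 0.02). The counts do not show whether replicate cultures would differ by as much, since each interval covers counting error only. The paper's text names no assay for the *spd1* mRNA level, and the RNA sequencing compared the same genotypes in G2. By the sample labels, the sequenced cells had also been given MMS for 0.5 h, which the paper's account of the sequencing does not mention. The sequenced cells may thus differ in treatment from those of the paper's statement.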

To ensure the Wdr70-dependent DNA damage response phenotypes that we characterize below were independent of Spd1-mediated dNTP regulation, we performed all further genetic analysis in *spd1*Δ backgrounds. Unless otherwise stated as *spd1*^+^, all strains labelled as ‘WT' are *spd1*Δ.

### Wdr70 promotes long-range resection at DSB

The mechanism of spontaneous DNA break repair can be assessed in *S. pombe* using a heteroallelic recombination assay in which non-tandem direct repeats of *ade6* heteroalleles can revert to ade^+^ by either gene conversion or a recombination event that deletes the intervening sequence^16^. When compared with *wdr70*^+^ controls, spontaneous HR-dependent gene conversion and deletion was suppressed in a *wdr70*Δ background (Fig. 1f and Supplementary Fig. 2h). Consistent with this, in a plasmid re-joining assay outcomes associated with NHEJ were elevated 3.7-fold (Fig. 1g). This indicated that Wdr70 functions to promote HR repair of DSBs and, in its absence, NHEJ becomes more central. We next characterized the kinetics of HR by monitoring IR-induced Rpa1 and Rad52 foci. Peak levels of Rpa1 and Rad52 foci were delayed in *wdr70*Δ when compared with *wdr70*^+^ cells: extensive foci remained in *wdr70*Δ cells 10 h after treatment, whereas foci in *wdr70*^+^ cells were resolved by 4 h (Fig. 2a and Supplementary Fig. 3a,b). This suggested that resection was delayed in the *wdr70*Δ background. To explore this further, we induced a single DSB using the HO endonuclease and monitored resection by PCR. Resection results in ssDNA that is refractory to restriction endonuclease digestion. Thus, following digestion, resected DNA remains intact for amplification. Two *Apo*I sites (Fig. 2b) were assayed, one immediately proximal (35 bp) to the HO-induced DSB site, the other distal (3 kb) from the break^17^.

In *wdr70*^+^ cells, DSB resection was apparent both immediately proximal and distal to the break. In contrast, in either *wdr70*Δ or *exo1*Δ control cells, resection 3 kb from the break was impaired (Fig. 2b). In this semi-quantitative assay, *mre11*Δ cells displayed a reduction in both proximal and distal resection, as expected. To confirm that Wdr70 affected long-range resection, we performed Rpa1 chromatin immune-precipitation (ChIP). Rpa1 associated with DNA proximal (0.2 kb) to the DSB with similar kinetics for both *wdr70*^+^ and *wdr70*Δ cells but delayed association was evident distal (3 and 9.4 kb) to the break in *wdr70*Δ (Fig. 2c). *mre11*Δ cells were, as expected, partially defective in both proximal and distal Rpa1 association.

### Wdr70 mediates uH2B spreading by RNF20-RNF40 (HULC^Rhp6^)

To determine if the observed defect in resection was due to a direct role for Wdr70 or was an indirect consequence of other changes to cell metabolism, we used ChIP analysis to establish if CRL4^Wdr70^ subunits were recruited to sites of DNA breakage. Both Wdr70 and Ddb1 were found to directly associate both proximal (0.2 kb) and distal (3 kb) to an induced DSB site (Fig. 2d,e and Supplementary Fig. 3c,d). Loss of Ddb1 association in the *wdr70*Δ background could not be complemented by w*dr70-wd* mutant expression (Fig. 2d), indicating that Wdr70 recruits CRL4^Wdr70^. As the COP9-Signalosome is a known regulator of CRL4 ubiquitin ligase activity^18^, we tested the requirement for the Signalosome subunits Csn1 and Csn5 in Wdr70-mediated resection. Both the *csn1*Δ and *csn5*Δ mutations reduced the amount of ssDNA present distal to the induced DSB, indicating a resection defect (Supplementary Fig. 3e). These phenotypes were not additive with *wdr70*Δ when the mutations were combined in the same cells, consistent with the Wdr70-dependent regulation of resection being mediated by ubiquitin ligation.

Because CRL4s have previously been linked to the regulation of histone dynamics^19^,^20^,^21^ and chromatin status is known to influence DSB processing^22^, we systematically screened known histone modifications in IR-treated *wdr70*^+^ and *wdr70*Δ cell lysates (Supplementary Fig. 4a,b). The major variation we observed was H2B lysine 119 mono-ubiquitination and we found that induction of uH2B by DNA damage was partially dependent on *wdr70* or *ddb1* (Fig. 3a). H2B monoubiquitination is catalysed by the RNF20–RNF40–UbcH6 complex^23^ (known as HULC^Rhp6^ in *S. pombe*^24^) and promotes chromatin remodelling during transcription by influencing H3 methylation^25^. RNF20-dependent H2B monoubiquitination has also been linked to the promotion of DSB repair through the regulation of resection and the recruitment of HR factors in human cells^26^,^27^.

Consistent with H2B monoubiquitination functioning at DNA repair sites, we found that uH2B in *S. pombe* was enriched both proximal (0.2 kb) and distal (3 and 9.4 kb) to an induced DSB with kinetics similar to Rpa1 (Fig. 3b). To explore the role of CRL4^Wdr70^ in the regulation of uH2B at DNA damage sites, we examined uH2B induction in the *wdr70* mutant backgrounds. Either deletion of *wdr70* (Fig. 3b) or a mutation of the DWD motif (Supplementary Fig. 4c) reduced uH2B enrichment at sequences distal to an induced DSB but not at the proximal sequences. As *rhp6* is required for uH2B enrichment (Supplementary Fig. 4d), we propose that CRL4^Wdr70^ is not a ligase for H2B-K119 ubiquitination, but regulates H2B ubiquitination by HULC^Rhp6^.

If the resection defect observed in *wdr70*Δ cells is caused by failure to regulate uH2B, then single-stranded DNA production around an induced DSB should be similarly affected in *rhp6*Δ cells (the E2 for HULC^Rhp6^)^24^ as well as in cells harbouring H2B-K119R mutations. Both *rhp6*Δ and *H2B-K119R* cells displayed attenuated ssDNA at DSB-distal sites (Fig. 3c). We also observed that the double *H2B*-*K119R wdr70*Δ mutant cells demonstrated epistasis for genotoxic treatments (Supplementary Fig. 4e), consistent with CRL4^Wdr70^ regulating H2B monoubiquitination by HULC^Rhp6^. Further support for CRL4^Wdr70^ regulating uH2B, but not directly modifying H2B itself, comes from the observation that concomitant deletion of *wdr70* and *ubp8* (an uH2B-specific de-ubiquitinase^28^) partially rescued the *wdr70*Δ-dependent defects in uH2B and MMS survival (Supplementary Fig. 4f,g), whereas *ubp8* deletion did not rescue *rhp6*Δ sensitivity (Supplementary Fig. 4g). 

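For genome-wide expression, poly(A)+ RNA from *cdc25-22* cells arrested in G2 was sequenced in paired-end reads from *wdr70*+ and from *wdr70*Δ, and the authors deposited 1 table of read counts per genotype. The paper gives 2 biological replicates per condition, and the sample labels say that the RNA of 2 cultures was mixed before each library, so 1 library stands for each genotype and the spread between cultures cannot be seen. The paper's general synchronization is 6 h at 37 °C, whereas the labels give 3.5 h at 35 °C followed by 0.5 h with MMS, a treatment that the paper's account of the sequencing does not mention. The authors counted reads per gene, 5218474 in *wdr70*+ and 5522906 in *wdr70*Δ over 6679 genes. Neither the paper nor the labels name an *S. pombe* genome build (the labels give hg38, a human one), so no position of a gene is taken from the counts. The kit does not record the strand, and reads over a pair of overlapping genes cannot be assigned to one of them.

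The counts were scaled by TMM, and each gene's log2 ratio of *wdr70*Δ over *wdr70*+ was given a 95% counting interval (Clopper-Pearson). A gene was taken as measured with at least 20 reads in both libraries together, which left 5219 genes, and as different if it was at least 2-fold higher or lower with an interval that excluded equality. No *P*-value was computed, because 1 library against 1 leaves no spread to test against, and intervals and floors cover counting error only. The interval's median half-width on the log2 scale was 1.17 for genes with 20 to 50 reads, 0.59 for those with 50 to 200, 0.24 for those with 200 to 1000 and 0.13 above that. The median log2 ratio of a gene group was placed among those of 10000 random groups of the same size and similar expression. This rank describes these libraries only. Genes of a group can vary together between cultures, and the random groups do not account for that.

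The deleted gene itself had the lowest log2 ratio of the measured protein-coding genes. *wdr70* (SPAC343.17c) had 800 reads in *wdr70*+ and 25 in *wdr70*Δ, a log2 ratio of −5.09 (−5.73 to −4.52). The paper's primers for *wdr70* deletion (29 and 30) match chromosome I of the reference assembly ASM294v3, where the coding sequence runs from 1678182 to 1679968 on the minus strand in a gene of 2 exons. The arms of the primers enclose 1678233 to 1679969, so the end of the coding sequence and the 3′ UTR stay outside the replaced segment. Another annotated gene overlaps 65.0% of *wdr70*, and where in the gene the 25 reads lie was not determined.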

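None of the measured genes of resection was 2-fold higher or lower in *wdr70*Δ. Of 12 core resection genes, 9 were measured, with log2 ratios from −0.16 to 0.24 and a median of −0.10, at the 23.2th percentile of random groups, whose medians ran from −0.27 to 0.29 in their central 95%. *mre11* (SPAC13C5.07), whose nuclease starts resection in the complex with Rad50 and Nbs1, had 232 reads in *wdr70*+ and 249 in *wdr70*Δ, a log2 ratio of 0.01 (−0.26 to 0.27). *rad50* had a log2 ratio of 0.03 (−0.18 to 0.24) and *nbs1* of 0.24 (0.05 to 0.44). Among the genes of long-range resection, the nuclease gene *exo1* (SPBC29A10.05) had 340 and 326 reads and a log2 ratio of −0.15 (−0.38 to 0.07), the helicase gene *rqh1* (SPAC2G11.12) 804 and 769 reads and −0.16 (−0.30 to −0.01), and *dna2* −0.10 (−0.27 to 0.08). The genes of RPA were close to equal, with log2 ratios of 0.10 (−0.03 to 0.24) for *ssb1* (Rpa1), −0.13 (−0.80 to 0.54) for *ssb2* and −0.12 (−0.70 to 0.46) for *ssb3*.

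**Figure D1:**
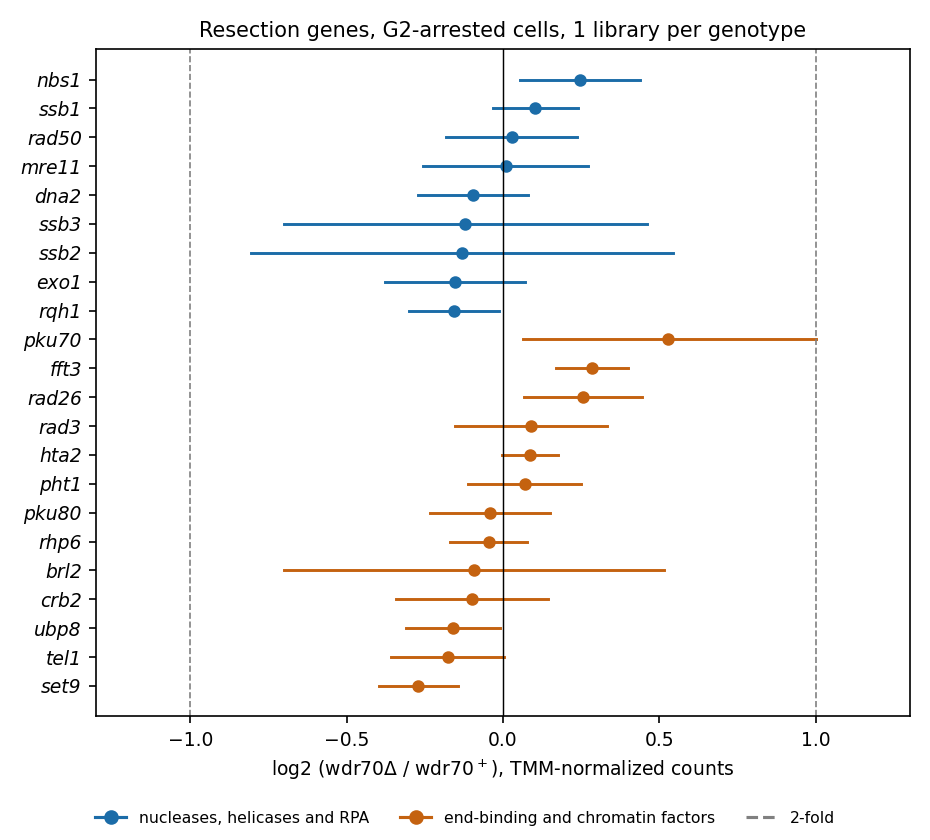
Log2 ratio of *wdr70*Δ over *wdr70*+ (x axis) for each measured gene of core resection and its regulators (y axis), from 1 library per genotype. Points are ratios, bars are 95% counting intervals, and dashed lines mark a 2-fold difference. The ratios lie between −0.27 (*set9*) and 0.53 (*pku70*).

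Of 15 genes that regulate resection or the chromatin around a break, 13 were measured and none was 2-fold different, with a median log2 ratio of −0.04 at the 44.6th percentile. *crb2*, the orthologue of 53BP1, had a log2 ratio of −0.10 (−0.34 to 0.14). *rhp6*, the E2 enzyme for H2B, had −0.05 (−0.17 to 0.08) and *ubp8*, the uH2B de-ubiquitinase, −0.16 (−0.31 to −0.01). *set9*, which methylates H4K20, had −0.27 (−0.40 to −0.14), and the remodeler gene *fft3* 0.28 (0.17 to 0.40). *pku70*, at 65 and 100 reads, had 0.53 (0.06 to 1.00), an interval that reaches 2-fold, and its partner *pku80* −0.04 (−0.23 to 0.15). In the wider group of 9 genes of H2B ubiquitination, 7 were measured and none was 2-fold different. *htb1*, which encodes H2B, had 3986 and 6188 reads and a log2 ratio of 0.54 (0.48 to 0.60), 1.46-fold higher in *wdr70*Δ.

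*ctp1*, which acts with Mre11 at break ends, and *brl1*, an E3 enzyme for H2B, could not be judged. *ctp1* had 0 reads in both libraries, as did the H2A gene *hta1*, and another annotated gene covers each over its whole length. *brl1* had 5 and 13 reads, *top3* 2 and 5 and *rmi1* 0 and 2, below the minimum of 20. Large parts of *mre11*, *exo1*, *rad3*, *pku70*, *brl2*, *ssb2* and *rad50* also lie under other annotated genes (68.0%, 58.3%, 65.6%, 71.2%, 85.8%, 93.1% and 48.1% of their length). With its other data, the paper proposes that CRL4 Wdr70 regulates H2B ubiquitination by Rhp6 around DSBs and so facilitates long-range resection.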

Using RNA sequencing profiling of genome-wide gene expression (Supplementary Table 1), we did not observe changes to the expression of genes implicated in resection. Similarly, assessing the protein levels of a variety of repair factors (Supplementary Fig. 4h) did not identify significant changes. Taken together, our data thus suggest that CRL4^Wdr70^ functions to regulate Rhp6-dependent H2B ubiquitination surrounding DSBs in order to facilitate long-range resection.

To further explore the role of Wdr70 in establishing uH2B chromatin domains at DSB sites, we monitored the recruitment of the HULC^Rhp6^ complex subunits. Rhp6 E2 ligase recruitment was evident both proximal (0.2 kb) and distal (3 kb) in *wdr70*^+^ cells, whereas distal but not proximal recruitment was reduced in *wdr70*Δ cells (Fig. 3d). A decrease in recruitment of Brl1, the HULC^Rhp6^ complex E3, was also observed at the distal, but not the proximal location (Supplementary Fig. 4i). Interestingly, the chromatin loading of Wdr70 was decreased both break-proximal and distal in the *H2B*-*K119R* background (Fig. 3e), indicating that initial H2B monoubiquitination is required to recruit CRL4^Wdr70^ to facilitate the subsequent modification cascade. Consistent with this interpretation, Wdr70 and H2B could be co-immunoprecipitated from wild type cell extracts in the presence of ethidium bromide, but not the *H2B-K119R* cell extracts (Fig. 3f).

Resection is initiated by MRN- and Ctp1-dependent nuclease activity to generate a short ssDNA substrate. This is followed by further resection dependent on Exo1 and Rqh1^BLM^-Dna2. Our data suggest the initial short tract of ssDNA triggers proximal uH2B, with further uH2B spreading dependent on CRL4^Wdr70^. In support of this recruitment of both Wdr70 and Rhp6 plus the uH2B modification were significantly decreased both proximal and distal in *ctp1*Δ cells (Fig. 3g). Since neither CRL4^Wdr70^ nor uH2B influence proximal resection (Fig. 3c), we conclude that HULC^Rhp6^ is recruited to the initial ssDNA-RPA exposed proximal to the DSB to form a core uH2B domain. Consistent with this, we were able to co-immunoprecipitate Rhp6 and Rpa1 in the presence of ethidium bromide (Fig. 3h). Thus, our data indicate that uH2B is modified in response to a DSB in two separable stages: an initial core domain is triggered by short-range resection followed by a subsequent CRL4^Wdr70^-dependent spreading distal to the DSB (Fig. 4a).

### DSB recruitment of Exo1 nuclease by Wdr70 and uH2B

To distinguish which resection pathway Wdr70 influences, we monitored recruitment of Mre11, Ctp1, Exo1 and Rqh1^BLM^ both proximal and distal to an induced DSB (Fig. 4b). As expected, Mre11 and Ctp1 were recruited to proximal, but not distal, sites. Their profiles were not affected by loss of CRL4^Wdr70^. Rqh1^BLM^, which participates with Dna2 in long-range resection, was recruited at both proximal and distal sites and was unaffected by loss of CRL4^Wdr70^. This implies that Rqh1-dependent resection is independent of uH2B. In contrast, Exo1 recruitment at both the proximal and the distal loci was severely impaired by CRL4^Wdr70^ loss. This implies that Wdr70, and thus uH2B, mainly influences Exo1-dependent resection. Consistent with this, we observed that *rqh1*Δ *wdr70*Δ double mutant cells, but not *exo1*Δ *wdr70*Δ double mutants, displayed additive resection defects (Fig. 4c). Furthermore, *rqh1*Δ *wdr70*Δ, but not *exo1*Δ *wdr70*Δ, showed synergistic MMS sensitivity (Supplementary Fig. 5a) and concomitant deletion of *exo1* did not exacerbate the *wdr70*Δ HR deficiency as assayed by spontaneous heteroallelic recombination (Fig. 4d)

*In vitro*, resection by Exo1, as opposed to resection by the Rqh1^BLM^-Dna2 complex, is blocked by nucleosomes and removal of H2A-H2B dimers partially overcomes this^29^. We therefore tested if the decreased recruitment of Exo1 observed in *wdr70Δ* cells was epistatic to the loss of uH2B. In cells where the *wdr70*Δ and *H2B-K119R* mutants were combined, no statistically significant changes were seen for Exo1 recruitment when compared with either the *wdr70*Δ or *H2B-K119R* backgrounds (Fig. 4e). Overexpression of Exo1 did not rescue the *wdr70*Δ resection defect indicating that uH2B promotes Exo1 resection activity, rather than its initial recruitment (Supplementary Fig 5b). We next quantified the recruitment of Wdr70 and H2B monoubiquitination in *exo1*Δ, *rqh1*Δ and *exo1*Δ *rqh1*Δ double mutant cells, the latter of which are predominantly defective in long-range resection (Supplementary Fig 5c). In contrast to control and single mutant cells, the *exo1*Δ *rqh1*Δ double mutant exhibited compromised Wdr70 recruitment and H2B modification distal to a DSB. This is distinct from the observation that DSB proximal uH2B is independent of long-range resection (but is compromised in *ctp1*Δ cells, where the initial resection is defective). We conclude that Wdr70-dependent uH2B spreading from a DSB is co-operative with ongoing resection to allow access of the Exo1-dependent resection machinery.

### Wdr70 counteracts the Crb2^53BP1^-dependent resection barrier

Resection is regulated by multi-layered mechanisms, of which 53BP1 and its homologues (Crb2^53BP1^ in *S. pombe* and Rad9^53BP1^ in *S. cerevisiae*) are the most studied. In *S. pombe*, Crb2^53BP1^ associates with chromatin through co-operative binding to γH2A and di-methylated H4K20 (H4K20me2) via its BRCT and Tudor domains, respectively^30^,^31^,^32^. All H4K20me2 is dependent on the Set9 methyltransferase in fission yeast^33^.

In the *wdr70*Δ mutant, we observed that both proximal and distal DSB recruitment of Crb2^53BP1^ was increased when compared with *wdr70*^+^ controls (Fig. 5a). This increase was lost upon concomitant deletion of the Set9 (Fig. 5b). Consistent with Crb2^53BP1^ being recruited via H4K20me2, the level of H4K20me2 was elevated in both *wdr70*Δ and *K119R* mutants both proximal and distal to the DSB (Fig. 5c and Supplementary Fig. 5d). This did not correlate with a global increase in H4K20me2 (Supplementary Fig. 5e) consistent with previous studies showing that H4K20me2 is not synthesized *de novo* after DNA damage^33^,^34^. It has previously been reported that a missense mutation in the Crb2^53BP1^ Tudor domain, F400A, ablates Crb2^53BP1^ binding to H4K20me2 (ref. 32). The presence of the *crb2-F400A* mutation partially rescued the *wdr70*Δ-dependent recruitment defect of Exo1 both proximal and distal to the induced DSB site (Fig. 5d). The levels of ssDNA 3 kb distal to the DSB was similarly rescued (Fig. 5d). An equivalent rescue of the Exo1 recruitment defects seen in *wdr70*Δ mutants was also evident when s*et9* was deleted (Fig. 5e). Again, this correlated with rescue of the *wdr70*Δ-dependent resection defects (Fig. 5e).

Mre11-dependent nuclease activity is required to dissociate Ku70-Ku80 from DSB ends and in the *mre11*Δ mutant background the inability to release Ku interferes with resection and RPA recruitment^17^. Concomitant Ku deletion thus restores proximal RPA recruitment in the *mre11*Δ mutant. Unlike the effects of *crb2*Δ and *set9*Δ, concomitant *pku70* deletion in *wdr70*Δ cells did not restore ssDNA formation 3 kb from the DSB (Supplementary Fig. 5f). This indicates that Wdr70 does not participate in removing Ku from DSB ends. Taken together, these results suggest that CRL4^Wdr70^-uH2B counteracts a Crb2^53BP1^-dependent barrier to Exo1 recruitment and resection.

### Wdr70 promotes resection in human cells

As with yeasts, metazoan 53BP1 is recruited to DSBs where it inhibits resection and promotes NHEJ^35^,^36^,^37^. We assessed the conservation of the CRL4^WDR70^ DNA repair function in human cells by depletion of either DDB1 or WDR70 using short interfering RNA (siRNA) on HEK293T cells. Both DDB1 and WDR70 depletion impaired resection, as judged by the attenuation of ionizing irradiation-induced foci for Rad51, RPA32 and RPA32-S33 phosphorylation (Fig. 6a,b and Supplementary Fig 6a–d). Cells deficient for either DDB1 or WDR70 were also sensitive to treatment with ultraviolet, CPT or IR (Supplementary Fig. 6e). We next examined the induced levels of uH2B. The increase of total uH2B that is observed in response to treatment with genotoxic agents was attenuated upon CPT treatment of cells in which CUL4A, DDB1 or WDR70 were depleted by siRNA treatment when compared with a control cells treated with scrambled siRNA. A similar trend was evident after IR treatment for cells depleted of DDB1 or WDR70 (Fig. 6c). This suggests that, in human cells as in *S. pombe*, CRL4^Wdr70^ participates DNA damage-dependent uH2B and the regulation of resection.

Using an I-*Sce*I-mediated DSB system^38^ we found that, when WDR70 was inactivated by CRISPR technology (Fig. 6d), NHEJ usage increased and HR and SSA were compromised (Fig. 6e). In mammalian cells, 53BP1 is usually expelled from the core of repair centres 4–8 h post-IR, forming a ‘cavity' that is filled by subsequent RPA recruitment^39^. We thus examined, 6 h post irradiation, the morphology of 53BP1 foci and their co-localization with phospo-RPA32 foci. The appearance of cavities at the foci centres (Fig. 6f) and the recruitment of phospho-RPA32 was delayed in WDR70 knockout cells when compared with the control (Supplementary Fig. 6f). Consistent with this, depletion of 53BP1 by siRNA partially rescued the increase in NHEJ observed in WDR70 knockout cells (Supplementary Fig. 6g). Finally, in cell extracts, the RPA32 phosphorylation observed in response to camptothecin treatment was attenuated in WDR70 knockout cells. This attenuation was reversed by the transfection of 53BP1 siRNA (Fig. 6g). Consistent with reports that H4K20Me2 is not induced in response to DNA damage^34^, we did not observe changes to H4K20Me2 levels in the absence Wdr70 (Supplementary Fig. 6h). Collectively, these data are reminiscent of our observations in *S. pombe*: impaired DSB repair correlates with impaired Crb2^53BP1^ repositioning and defects in RPA association with damaged DNA.

## Discussion

DNA damage signalling and DNA repair occur in the context of chromatin and are modulated by multiple pathways that orchestrate spatio-temporal histone modifications to promote signalling and allow access of appropriate repair factors to DNA lesions^40^. A key posttranslational modification is the C-terminal phosphorylation of a H2AX (H2A in yeast), which initiates a cascade of chromatin-associated posttranslational modifications that modulate protein localization and activity in the vicinity of the DNA damage. However, not all histone modifications are dependent on prior H2AX phosphorylation. For example, H4K20 di-methylation occurs independently^26^,^27^, suggesting parallel activities converge to correctly regulate the overall DNA damage response.

DNA DSBs are the most genotoxic form of DNA damage as a single DSB can result in gross chromosomal rearrangement or cell death. Unsurprisingly, multiple DNA repair pathways have evolved to repair DSBs. HR is largely error free, while other pathways such as NHEJ and alternative micro-homology mediated end-joining pathways are intrinsically error prone. The choice of pathway used is thus at least partly dictated by the availability of an appropriate homologous template: in S phase and G2, the sister chromatid is close by due to cohesion, whereas in G1 the homologous chromosome is likely far away and thus the risk of translocation increased. Multiple mechanisms regulate the choice of repair pathway, responding to cues including the activity of cyclin-dependent kinases^3^,^41^ and the chromatin environment in which the damage arose^42^. Various histone modifications impact on this pathway choice, for example, in human cells H2AX-dependent RNF8-RNF168 ubiquitination of H2A promotes 53BP1 association, which inhibits DSB processing and favours NHEJ unless this inhibitory activity is countered by BRCA1 (ref. 2). The parallel pathway of H2B ubiquitination by RNF20-RNF40-UbcH6 (HULC^Rhp6^ in fission yeast) is necessary for DNA resection and efficient HR^26^,^27^. Precisely, how each of the plethora of pathways and proteins that affect DNA processing at a DSB interact is the subject of much ongoing research.

In exploring how CRL4s might promote efficient recovery from DNA damage, we uncovered evidence that CRL4^Wdr70^ acts as a chromatin modulator that modulates the extent of H2B monoubiquitination. In turn, this affects the extent to which DSBs are resected. We show that although uH2B occurs immediately proximal to the break site in the absence of CRL4^Wdr70^, the complex is necessary for distal uH2B several kilobases from the DSB site. Thus, we propose that CRL4^Wdr70^ does not itself modify H2B but, through presumed modification of an unknown target, acts to modulate the activity of HULC^Rhp6^. A lack of distal uH2B, or the complete loss of uH2B, results in impaired Exo1-dependent resection. This correlates with a decrease in HR and an increase in the use of end joining pathways of repair. Intriguingly, these defects can be reversed by the concomitant deletion of Crb2^53BP1^, which forms a barrier for resection.

Loss of CRL4^Wdr70^ function impacts on the sensitivity of *S. pombe* to various genotoxins including MMS and ultraviolet light, indicating that the regulation of resection is important when lesions are encountered in S phase (Fig. 1d). Unexpectedly, sensitivity to IR, which results in the majority of breaks being formed in G2 cells in fission yeast, is not increased in *wdr70* mutant cells (Supplementary Fig. 2e) and no gross defects in IR-induced DSB repair are seen by pulse-field gel electrophoresis (PFGE) analysis (Fig. 1e). We speculate that this is because slow resection can be compensated for in these circumstances by an extended G2/M arrest (Supplementary Fig. 2f) that provides additional time for repair and, potentially, by the use of alternative DNA repair pathways. In human cells, depletion of Wdr70 does result in a modest sensitivity to IR (Supplementary Fig. 6e) as well as to other genotoxic agents. This suggests that the reduction of distal uH2B and the consequent attenuation of Exo1-dependent resection caused by CRL4^Wdr70^ loss cannot be fully compensated for in mammalian cells.

Exactly how uH2B facilitates access of the Exo1 resection machinery is unknown. *In vitro*, Exo1 is refractory to chromatin, unlike the BLM-Dna2 resection machinery^29^, and this correlates with our observation that Exo1, but not Rqh1^BLM^-Dna2-mediated resection, is attenuated when H2B monoubiquitination is perturbed (Fig. 4). However, we cannot explain why Crb2^53BP1^ loss should allow access to Exo1 and restore resection in the context of defective H2B monoubiquitination. It is possible that Crb2^53BP1^ binds tightly to chromatin, thus locking it in an inaccessible state that is reversed by uH2B. It is also currently unclear how uH2B facilitates chromatin changes: it is reported that nucleosomes in which H2B is monoubiquitinated, unlike those where H2A is monoubiquitinated, interfere with the compaction of 30 nm fibres^43^, potentially leading directly to a more open chromatin state. Similarly, the influence of uH2B on additional histone modifications, as is evident for H3 trans-modification during transcription^44^, may influence chromatin architecture. Alternatively, the ubiquitin moiety could act as a docking platform for a chromatin remodelling factor or factors that disrupt nucleosomes ahead of Exo1.

Our work adds a new player to the mechanisms that modulate long-range resection at the level of chromatin (Supplementary Fig. 6i). Using fission yeast, we show that both Ddb1, a core subunit of CRL4s, and Wdr70, one of many CRL4 adaptor proteins, interact in a DNA damage-inducible manner and have epistatic effects on resection suggesting that they can function in a common CRL4^Wdr70^ complex. Our analysis demonstrates that CRL4^Wdr70^ coordinates with HULC^Rhp6^ (RNF20-RNF40-UbcH6) to modulate chromatin structure at DSBs and the activity of resection enzymes, although we cannot rule out additional independent roles for Ddb1 or Wdr70 in regulating DNA repair. We further demonstrate that H2B monoubiquitination is a two-step process: HULC^Rhp6^ catalyses break-proximal uH2B on the immediate ssDNA-RPA filament formed when resection is initiated, whereas CRL4^Wdr70^ promotes subsequent HULC^Rhp6^-dependent distal H2B modification. Intriguingly, H2B monoubiquitination is coordinated with changes to H4K20me2 modification. The binding of the tudor domain of Crb2^53BP1^ to H4K20me2 is one of the mechanisms by which this inhibitor of resection is recruited to chromatin. It is postulated that H4K20 di-methylation is not synthesized *de novo* upon DNA damage, but is exposed upon changes to chromatin configuration^33^,^34^. It will be intriguing to clarify if uH2B affects the accessibility of H4K20me2.

In summary, our findings uncover a new and evolutionarily conserved histone regulatory module that influences DSB resection, HR and genome stability.

## Methods

Uncropped blots are presented in Supplementary Fig. 7. *S. pombe* strains used are listed in Supplementary Table 2. Other reagents, including antibodies and primers, are listed in Supplementary Tables 3–5.

### Yeast growth and molecular biology

Standard *S. pombe* growth media were used^45^. Gene disruption and TAP-, HA- or MYC-tagged strains were created using PCR-based HR^46^. Cells were grown in YEA or EMM-media supplemented with essential amino acids unless stated otherwise. Cell cycle synchronization was achieved by arresting *cdc25-22* cells at 37 °C for 6 h. G2 phase-arrested cells were subsequently release at 25 °C by quick cooling in ice water^47^. Septation was determined by fixing cells in methanol and staining with 4′,6-diamidino-2-phenylindole and calcofluor^45^. The w*dr70* gene was amplified from an *S. pombe* cDNA library (primers 27/28) and cloned into the *Sal*I/*Bam*HI sites of Rep41-EGFP using an infusion PCR kit (Clontech, ST0345). PFU polymerase (STRATAGENE, 600252-52) was used for site-directed mutagenesis (*W325A D326A*: primers 25/26) in Rep41-EGFP-Wdr70.

### Survival assays

To measure the sensitivity to chronic exposures to genotoxic agents, log phase cultures were harvested, resuspended in fresh media at 1 × 10^5^ per ml and diluted tenfold. 10 μl aliquots serially of these dilutions were spotted onto YEA agar plates containing indicated amounts of CPT or MMS. Representative pictures were chosen from two independent analyses. For exposure to IR, cells were irradiated using a ^137^Cs source or custom-made X-ray machine (Wandong Ltd) with indicated doses and then serially diluted and plated onto YEA plates. In the case of ultraviolet treatment, cells were serially diluted and spotted onto YEA plates and irradiated using a Stratagene Stratalinker ultraviolet source. All plates were incubated for 4–5 days at 30 °C before being photographed. Colony formation assays were carried out using the same genotoxic agents, except that 500–1,000 cells were plated onto each YEA plate and counted for colony numbers after incubation at 30 °C for 10 days. Three independent analyses were performed and each time included three plates for each concentration of drugs or radiation dosage.

### Whole-cell lysates (WCE) from *S. pombe* and western blotting

For WCE, overnight logarithmically growing yeast cell cultures in rich medium were harvested either before or after the indicated treatment with genotoxic agents or after HO-break induction. Twenty OD_600_ of cells were pelleted and resuspended in 200 μl 0.35 M NaOH for 10 min at room temperature. Two volumes of 20% trichloroacetic acid solution was added to lysed cells to precipitate protein followed by centrifugation at 20,000*g* for 10 min. Pellets were resuspended in SDS sample loading buffer (pH8.0) and boiled for 5 min. Samples were centrifuged for 1 min at 20,000*g* and supernatant was retained as WCE^48^. Boiled WCEs, histone extract or immunoprecipitated samples were resolved by 8–15% SDS–PAGE and transferred onto PVDF membrane (Roche, 03010040001) pre-soaked in methanol. Primary antibodies (listed in Supplementary Table 3) were diluted to the recommended concentration according to the manufacturer's instruction. HRP-conjugated anti-mouse or anti-rabbit IgG were obtained from DAKO. Blots were developed using Chemi docXRS (Bio-Rad). Western blots were repeated two or three times from independent experiments.

### Co-immunoprecipitation

To access the potential interactions between Wdr70 and Ddb1 or uH2B, co-IP was conducted. Briefly, 200 OD_600_ of yeast cells were lysed using a Ribolyser in IP2 lysis buffer (100 mM NaCl, 10 mM Tris-HCl, pH7.5, 5 mM EDTA, 0.5% NP-40 plus protease Cocktail (Roche, 11836170001) and ubiquitin hydrolase inhibitors (NSC632839 hydrochloride, Tocris Bioscience, 2647). Supernatants were clarified by centrifugation at 20,000*g* and incubated with 2–4 μg of anti-Myc or anti-Flag antibody for 2 h at 4 °C, followed by overnight incubation with 10 μl of Protein G DynaBeads (Invitrogen, 10004D). Captured protein complexes on the bead were subjected to extensive washing (minimum five washes) and immunoprecipitated proteins were eluted by boiling beads in SDS sample buffer for 5 min. To exclude indirect co-precipitation due to concomitant chromatin association, 10 μg of ethidium bromide was added to pre-cleared cell lysates and incubated on ice for 10 min before immunoprecipitation using 5 μg of anti-Myc antibody.

### Microscopy

To assay foci of Rad52-YFP and Rpa1-YFP, 10 OD of logarithmically growing cells collected at indicated time points after X-ray treatment were fixed in 70% ethanol for 10 min, washed in PBS and then treated with 0.5 mg ml^−1^ Zymolyase 20 T (ZYMO Research, E1004-A) in PBS for 10 min. Cells were blocked in PBS containing 10% fetal calf serum for 1 h and incubated overnight with a 1:100 dilution of anti-green fluorescent protein antibody (Roche, 1814460001) in blocking buffer containing 0.05% Tween-20. Cells were then washed in PBS and incubated with anti-mouse-FITC at 1:200 in blocking buffer containing 0.05% Tween-20 for 2 h. After washing and resuspension in PBS, cells were applied to coverslips for microscopy. DNA was visualized with 4′,6-diamidino-2-phenylindole. Three independent assays were carried out and 100 cells from more than three fields were counted for each experiment. Foci were observed and counted using an Olympus BX51 microscope and Image-Pro plus 6.0 software.

### Measurement of efficacies of NHEJ

The efficiency of NHEJ was assessed by *in vivo* circulation of Rep41 plasmid co-digested by *Sal*I and *Bam*H1: cells were transformed with linearized (for NHEJ) or uncut (for transformation efficiency) plasmid and incubated at 30 °C for 7 days. Values are calculated with respect to transformants of each strain normalized to wild type^4^.

### Heteroallelic recombination assay

The substrate for intrachromosomal recombination contains non-tandem direct repeats of *ade*^**-^ heteroallelles (*ade-L469* and *ade-M375)* separated by a functional *his3*^*+*^ gene^16^. For each assay, single colonies grown on a low adenine plate were inoculated in YEP media for 72 h, cell number was then established and generation numbers calculated for each culture. Cells from each single colony were plated at a density of 5 × 10^4^ per plate onto low adenine media to select for spontaneous *ade*^*+*^ cells. After 6 days growing at 30 °C, the number of recombinants was determined and recombination rate per generation was calculated. The *ade*^*+*^ recombinants were then replicated onto his^-^ plate to determine the proportion of conversion type (*ade*^*+*^ *his*^*+*^) and deletion type (*ade*^*+*^ *his*^**-^). For each strain, the mean recombination frequency was determined from three independent assays. The average recombination frequencies and standard deviation were derived from three independent mean recombination frequencies^49^.

### *C*hromosomal DNA preparation for resection assay

Ten OD_600_ of logarithmically growing overnight culture were collected and the cell wall was digested at 37 °C in CSE buffer (20 mM citrate/phosphate, pH 5.6, 40 mM EDTA, 1.2 M Sorbitol) containing 100 T zymolyase at 1 mg ml^−1^. Spheroplasts were pelleted and lysed in 450 μl of 5 × TE plus 50 μl of 10% SDS followed by treatment with 150 μl of 5 M potassium acetate. The extract was cleared by centrifugation at 20,000*g* for 10 min. Supernatant was transferred to new tube and nucleic acids precipitated using 600 μl isopropanol. The pellet was washed with 70% ethanol. DNA was air dried and resuspended in double distilled water plus 5 μl of 10 mg ml^−1^ RNaseA. After 15 min incubation at 37 °C to allow the digestion of RNA, 4 μl of 10% SDS and 20 μl of 20 mg ml^−1^ proteinase K were added and the solution was incubated overnight at 30 °C. The solution was then extracted twice with equal volume of phenol/cholorform (1:1) and DNA precipitated using isopropanol. The pellet was washed with 70% ethanol, air dried and was resuspended in 100 μl ddH_2_O.

### Analysis of ssDNA processing by *Apo*I digestion

Strains used in resection analysis harbour a single HO cleavage site at the *arg3* locus and a gene coding HO endonuclease under the control of *nmt41* promoter. For induction of HO endonuclease, pre-cultures were grown over-night in the presence of thiamine, washed three times and subsequently cultured in medium in the absence of thiamine. Samples were taken at indicated time points after 14 h (*P*_nmt_ starts transcribing ∼14–16 h following thiamine removal). Resection was measured at 35 bp and 3 kbp from the break based on the location of the *Apo*I restriction sites. After induction of HO endonuclease by removing thiamine, at the indicated times, genomic DNA was extracted from 50 OD_600_ of culture followed by digestion with *Apo*I (Fermentas, #ER1381). The overall rate of resection was assessed by semi-quantitative or real-time quantitative PCR (qPCR)^17^ (35 bp; primer pair 13/14, 3 kbp; primer pair 15/16). Induction of the HO break was assessed by measuring the percentage of uncut DNA using PCR with primer pair 23/24.

### Chromatin immunoprecipitation

Following 15 min cross-linking with formaldehyde at a final concentration of 1%, cells were harvested, washed once in PBS and broken in a Ribolysed with glass beads in genomic DNA extraction buffer. Extracts were sonicated to yield DNA fragment at a size between 500 and 1,000 bp. Rabbit IgG-coated magnetic beads were used to retrieve TAP-tagged proteins. Immune-complexes retrieved using anti-uH2B and anti-H4K20-dimethyl antibodies were enriched by Protein G magnetic Dynabeads. Cross-linking was reversed by incubation at 65 °C for 2 h, DNA was purified using a Gel Extraction Kit (Omega, D2500-02). 35 ng of recovered DNA was used for each quantitative real-time PCR reaction^17^,^32^. For each data point, all reactions were performed in triplicate. The primers used to measure protein enrichment: 0.2 kb, primer pair 17/18; 3 kb, primer pair 15/16; 5.4 kb; primer pair 19/20; 9 kb, primer pair 21/22. Reactions were run on CFX-96 real-time system (Bio-Rad) using Promega GoTaq qPCR Master Mix.

### Transcription analysis by RNA sequencing

Cells we arrested in G2 using the *cdc25.22* allele. *wdr70*^+^ and *wdr70*Δ strains (two biological replicates per condition) were subjected to total RNA extraction and mRNA was purified using poly-T magnetic beads (NEBNext). Sequencing libraries were generated from purified PolyA+ RNA using a NEBNext Ultra RNA Library Prep Kit for Illumina sequencing an Illumina Hiseq2500 platform following the manufacturer's protocol. 125 bp/150 bp paired-end reads were generated. HTSeq v0.6.1 software was used to count the reads and numbers mapped to each gene. Differential expression analysis between two strains was performed using the DESeq R package (1.18.0). Corrected *P*-value of 0.005 and log2 (Fold change) of 1 were set as the threshold for significantly differential expression.

### Human cell culture and analysis

Human cell lines were maintained in culture media supplemented with 10% fetal bovine serum. HEK293T obtained from American Type Culture Collection or their derived cell lines were cultured in DMEM. All cell lines tested negative for mycoplasma. Lentivirus expressing 53BP1shRNA GV248-shTP53BP1 (target sequence: CTTGTTCAGGACAGTCTTT ) was packaged by co-transfecting 293T cells with pLVX-IRES-ZsGreen, pMD.2G and psPAX2 plasmids using X-tremeGENE HP (Roche, 06366244001).

Secreted virus was collected 72 h after transfection. Infectivity of supernatant was determined by positive green fluorescent protein clones in 96-well plates at tenfold serial dilution and cells were infected at a titre of 2 MOI (multiplicity of infection) per cell. Cells with stably integrated lentivirus were propagated in DMEM supplemented with 10% fetal bovine serum up to 1 month for experimental use.

Single duplex siRNA used in this study were purchase from Ribobio. Individual siRNA duplexes used were: DDB1 (siB09531141904, target sequence: 5′- CCUGUUGAUUGCCAAAAAC -3′ or siG1098103838, 5′- CUCCUUGGAGAGACCUCUA -3′), WDR70 (001: siG1117130927, target sequence: 5′- CUGCCAGAAUGGAAGCAUA -3′; 002: siG1117130938, target sequence: 5′- GAUCAAAUGUGGUCAGAGA -3′). Transfections were performed using Lipofectamine 2000 or X-tremeGENE siRNA Transfection Reagent (Roche, 04476093001) following the manufacturer's instruction. Normally, two consecutive rounds of siRNA transfections were carried out and cells were assayed 48 h after second round.

Knockout cell line for WDR70 was obtained by following gRNA provider's protocol (ViewSolid Biotech). Briefly, 293T cells were co-transfected with pCDH-Cas9 and gRNA_WDR70_ plasmids (gRNA targeting sequence for Exon1: 5′- GAGCGCTCTGGGCCCAGCGAAGG -3′). Forty-eight hours after transfection, trypsinized cells were diluted in 96-well plates for amplification and selection of clones. Correct clones were identified by immunoblotting and verified by DNA sequencing for the Exon1 region (primer 40/41).

DSBs were induced by irradiating cells at 1 Gy min^−1^ using a custom-made X-ray machine (Wandong Ltd) and CPT treatment was carried out at a concentration of 2 μM for indicated time. Cells after genotoxic challenge were either fixed by 4% paraformaldehyde or lysed in Lamilli SDS sample buffer for immunofluorescence (IF) or immunoblotting, respectively.

The method for plasmid-based DSB repair system was adapted from a previous report^38^. Briefly, pCMV plasmids (see Supplementary Fig. 6g for details) containing a pair of inverted I-*Sce*I restriction sites were digested thoroughly by I-*Sce*I restriction enzyme, and cutting efficiencies were examined by PCR. Digested plasmids (NHEJ: 5 μg, HR: 10 μg) were transfected into 293T or WDR70 knockout cells and allowed to repair *in vivo*. Forty-eight hours later, recombined or ligated plasmids (HR or NHEJ) were extracted by HighPure PCR Template Preparation Kit (Roche, 11796828001) and subjected to normalization PCR (Primer 35/36). Successfully repaired plasmids were quantified by real-time PCR with appropriate primers specific for HR (Primer 37/38) or NHEJ fragments (Primer 38/39), using Bio-Rad CFX96 Real-Time System. The relative frequency of each repair pathway was defined as fold changes relative to qPCR values of repaired DNA extracted in parallel from wild type or mock-infected 293T cells.

### Statistical analysis

Statistic data are presented as means+standard deviation unless otherwise stated. At least three independent experiments containing parallel controls were performed for each analysis. For quantitative analysis including real-time PCR, survival, repair efficiency and image analysis, three independent experiments were performed unless stated otherwise and each one included three parallel technical repeat samples. Statistical analysis was performed in Microsoft Excel using the Student's *t*-test. All *t*-test assays are two-side tests: *, *P*<0.05; **, *P*<0.01; NS, no significance. Outliers were eliminated by *Q*-test if *Q*_i_>*Q*_(95%)_.

## Additional information

**Accession codes:** The RNA-seq data have been deposited in GEO repository under the accession codes GSE79830.

**How to cite this article:** Zeng, M. *et al*. CRL4^Wdr70^ regulates H2B monoubiquitination and facilitates Exo1-dependent resection. *Nat. Commun.* 7:11364 doi: 10.1038/ncomms11364 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7 and Supplementary Tables 1-5

## Figures and Tables

**Figure 1:**
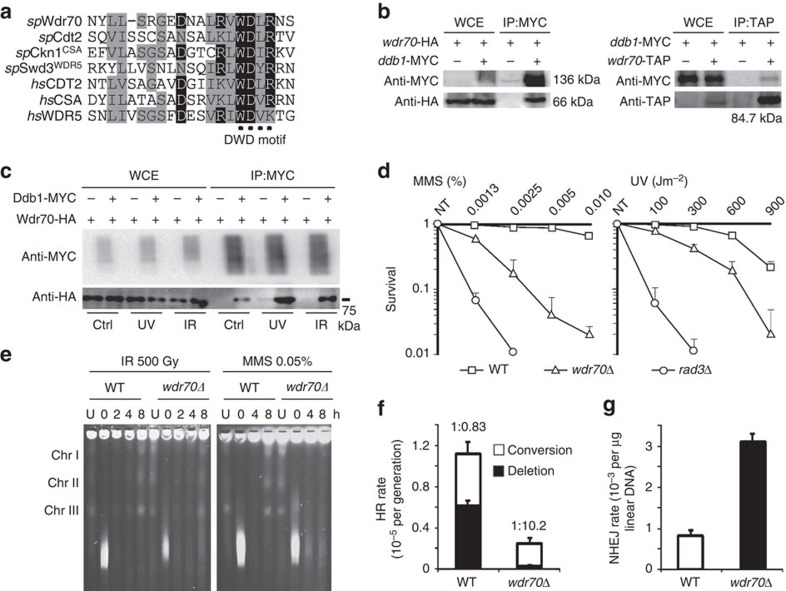
CRL4^Wdr70^ influences DSB repair pathway selection. (**a**) The putative DWD motif of Wdr70. (**b**) Co-immunoprecipitation (co-IP) of tagged Ddb1 and Wdr70. MYC, TAP and HA-tagged proteins were expressed from their genomic loci. (**c**) Co-IP as in **b** following ultraviolet (UV; 500 J m^−2^) or ionising radiation (IR; 80 Gy) treatment. (**d**) Clonogenic survival analysis of *wdr70*^+^ and *wdr70*Δ cells following MMS or UV exposure. *rad3*Δ was used as a hypersensitive control. *n*=3 biological repeats. Error bars=s.d. (**e**) Pulse field electrophoresis of genomic DNA extracted from *wdr70*^+^ and *wdr70*Δ cells at the indicated time points after MMS or IR treatment. (**f**) Comparative analysis of HR efficiency between *wdr70*^+^ and *wdr70*Δ cells (*spd1*Δ background) using a heteroallelic recombination assay. Ratios represents the proportion of conversion (*ade*^+^ *his*^+^) to deletion (*ade*^+^ *his*^−^) type repair products. *n*=3 biological repeats. HR, homologous recombination. Error bars=s.d. (**g**) Comparative analysis of NHEJ efficiency using a plasmid re-joining assay (*spd1*Δ background). *n*=3 biological repeats. NHEJ, non homologous end joining. Error bars=s.d.

**Figure 2:**
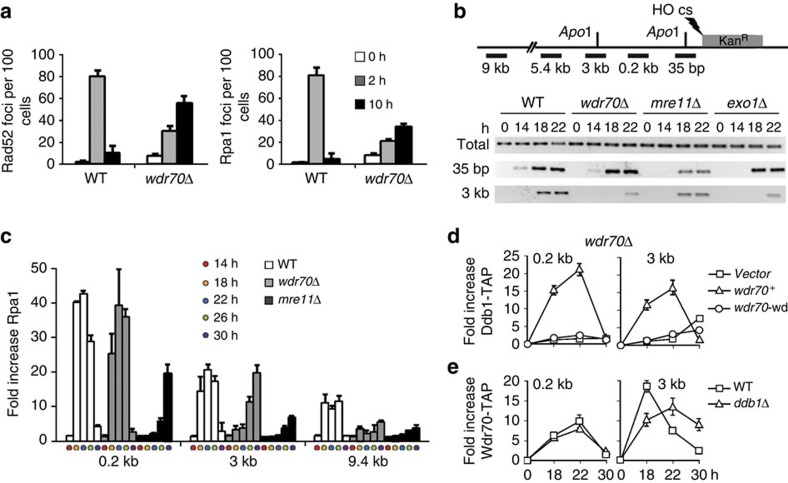
*wdr70* mutants are defective in DSB resection. All genetic backgrounds are *spd1*Δ. (**a**) Formation of Rad52 and Rpa1 foci after 80 Gy ionizing radiation in *wdr70*^+^ cells and *wdr70*Δ cells. *n*=3 biological repeats. Error bars=s.d. (**b**) Top: schematic representation of the HO-DSB locus: vertical lines: *Apo*I sites (35 bp and 3 kb from break site). HO cs: HO cut site; Kan^R^; kanamycin resistance gene; black bars, PCR amplicons. Bottom: resection was assessed by PCR across the *Apo*I sites following digestion in the indicated strains. Samples were taken at time points shown following thiamine removal. HO induction from the *nmt41* promoter requires ∼14 h to initiate. Loading was normalized by amplification of an uncut region (total). (**c**) Rpa1 recruitment was assayed by chromatin immunoprecipitation (ChIP) at 0.2, 3 and 9.4 kb from the DSB in *wdr70*^+^, *wdr70*Δ and *mre11*Δ backgrounds. Vertical axis: fold enrichment relative to *T*=0. *n*=3 biological repeats. Error bars=s.d. (**d**) Ddb1 recruitment measured by ChIP in *wdr70*Δ cells transformed with empty Rep41 vector (V), *wdr70*^+^ or *wdr70*-W325A/D326A (*wdr70*-*wd*) plasmids. (**e**) Recruitment of Wdr70 was measured by ChIP in the indicated strains 0.2 and 3 kb from the DSB site.

**Figure 3:**
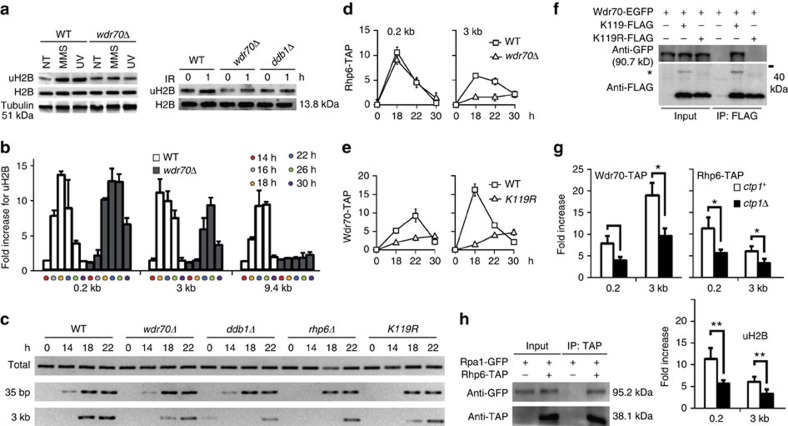
CRL4^Wdr70^ stimulates spreading of uH2B at a DSB. All genetic backgrounds are *spd1*Δ. (**a**) Western blot of uH2B levels in the indicated strains following DNA damage (NT; no treatment). (**b**) uH2B enrichment at the 0.2, 3 and 9.4 kb from a DSB assayed by chromatin immunoprecipitation (ChIP) in *wdr70*^+^ and *wdr70*Δ backgrounds. *n*=3 biological repeats. Error bars=s.d. (**c**) Resection assessed at the indicated times by PCR across the *Apo*I sites (see Fig. 2b) following *Apo*I digestion in *wdr70*^+^ (*spd1*Δ), *wdr70*Δ, *ddb1*Δ, *rhp6*Δ and H2B-*K119R* backgrounds. (**d**) Recruitment of Rhp6 in *wdr70*^+^ (WT) and *wdr70*Δ cells 0.2 and 3 kb from the break site assayed by ChIP. *n*=3 biological repeats. Error bars=s.d. (**e**) Recruitment Wdr70 assayed by ChIP at 0.2 and 3 kb from the break site for wild-type and *H2B-K119R* mutant cells. *n*=3 biological repeats. Error bars=s.d. (**f**) co-IP of EGFP-tagged Wdr70 and Flag-tagged H2B (K119 WT or K119R). Cell lysates were obtained from MMS-challenged cells, treated with ethidium bromide for 10 min and precipitated by anti-Flag antibody. * Indicates Ub-H2B. (**g**) Chromatin association of Wdr70, Rhp6 and uH2B at 0.2 and 3 kb from the break site assayed by ChIP for *ctp1*^+^ and *ctp1*Δ. *n*=2 biological repeats each with three technical repeats. *P<0.05; **P<0.01 (*t*-test). (**h**) co-IP of Rpa1-GFP with Rhp6-TAP. Method as described in **f**.

**Figure 4:**
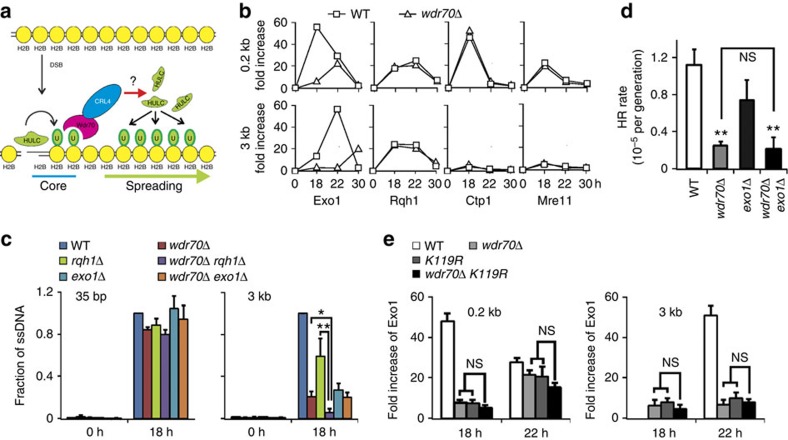
CRL4^Wdr70^ promotes recruitment of Exo1 to DSB. All genetic backgrounds are *spd1*Δ. (**a**) A two-step model for H2B mono-ubiquitination after DSB induction. CRL4^Wdr70^ facilitates the loading of HULC^Rhp6^ and the spreading of uH2B distal from the break site after formation of the HULC^Rhp6^-catalysed uH2B core proximal to the DSB. (**b**) An experiment showing the recruitment of Exo1, Rqh1, Ctp1 and Mre11 when assayed by chromatin immunoprecipitation (ChIP) in *wdr70*^+^ and *wdr70*Δ backgrounds 0.2 and 3 kb from the DSB at the indicated times after thiamine removal. HO induction from the *nmt41* promoter requires ∼14 h to initiate. WT, wild type; *n*=3. Error bars not shown. (**c**) Resection was subsequently assessed by quantitative PCR across the *Apo*I sites (see Fig. 2b) following *Apo*I digestion of DNA isolated at 0 and 18 h in the indicated strains. *n*=3 biological repeats. Error bars=s.d. *P<0.05; **P<0.01 (*t*-test). (**d**) Heteroallelic recombination assay for *wdr70*Δ, *exo1*Δ and the double *wdr70*Δ *exo1*Δ background. *n*=3 biological repeats. Error bars=s.d. **P<0.01 (*t*-test). NS, no statistical significance between strains. (**e**) Exo1 enrichment measured by ChIP 0.2 and 3 kb from an induced DSB in *wdr70*Δ, *H2B-K119R* and *wdr70*Δ *H2B-K119R* backgrounds to assess epistasis.

**Figure 5:**
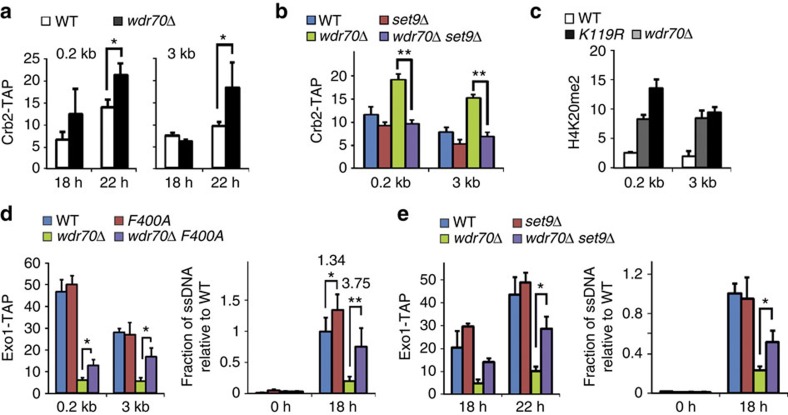
CRL4^Wdr70^ suppresses Crb2^53BP1^ loading at DSBs. All genetic backgrounds are *spd1*Δ. (**a**) Recruitment of Crb2^53BP1^ assayed by ChIP at 0.2 and 3 kb from the DSB following induction in *wdr70*^+^ (WT) and *wdr70*Δ backgrounds. (**b**) Recruitment of Crb2^53BP1^ assayed by ChIP at 0.2 and 3 kb from the DSB in *set9*Δ, *wdr70*Δ and *set9*Δ *wdr70*Δ double mutant backgrounds. (**c**) ChIP assay of H4K20me2 enrichment 0.2 and 3 kb from the DSB in *wdr70*^+^, *wdr70*Δ and *H2B-K119R* backgrounds. (**d**) Recruitment of Exo1 assayed by ChIP (left) and resection analysed by quantitative PCR (right) 3 kb distal to an HO break in the *crb2-F400A*, *wdr70*Δ and *crb2-F400A wdr70*Δ double mutant backgrounds. (**e**) An equivalent experiment as **d** for *set9*Δ, *wdr70*Δ and *set9*Δ w*dr70*Δ double mutant backgrounds. All panels: *n*=3 biological repeats. Error bars=s.d. *P<0.05, **P<0.01 (*t*-test).

**Figure 6:**
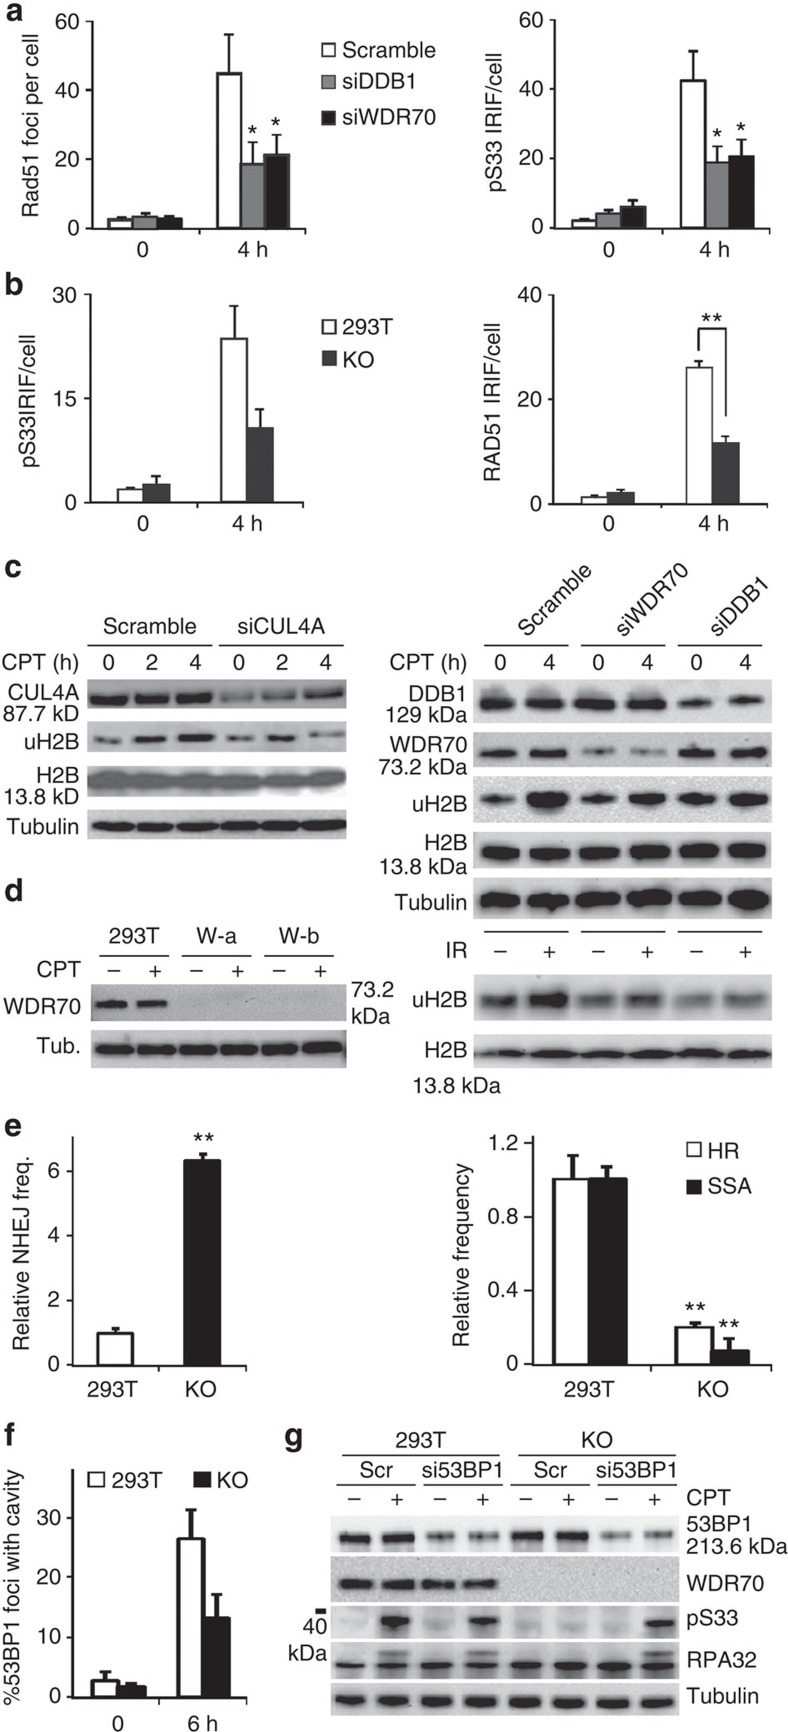
Prolonged occupancy of 53BP1 upon ablation of mammalian CRL4^WDR70^. (**a**) Quantification of Rad51 and phospho-Rpa32 (pS33) foci in 293T cells transfected with DDB1 or WDR70 siRNA. *n*=3 biological repeats. Error bars=s.d. *P<0.05, *t*-test. (**b**) CRISPR knockout (KO) WDR70 cells are defective for Rad51 IRIF and ionising radiation (IR)-induced RPA32-S33 phospho foci. *n*=3 biological repeats. Error bars=s.d. **P<0.01, *t*-test. (**c**) Immuno-detection of damage-induced H2B ubiquitination in 293T cells either pre-treated with siRNA specific for human CRL4^WDR70^ genes or a scrambled control. (**d)** Western blot of two independent WDR70 KO cell lines generated by CRISPR. W-b was used for subsequent experiments. (**e**) Quantification of repair efficiency for I-*Sce*I-induced DSB using quantitative PCR following transfection of linearized plasmids into parental and WDR70 KO 293T cells. *n*=3 biological repeats. Error bars=s.d. **P<0.01, *t*-test. (**f**) Quantification of 53BP1 foci with obvious cavities 6 h following IR treatment. *n*=3 biological repeats. Error bars=s.d. (**g**) Immunoblot for CPT-induced Rpa32 phosphorylation in 293T and WDR70 KO cells treated with either control or 53BP1 siRNA.

# Supplementary material for: CRL4Wdr70 regulates H2B monoubiquitination and facilitates Exo1-dependent resection
**Source:** Nat Commun. 2016 Apr 21;7:11364. doi: 10.1038/ncomms11364
**Supplement:** Supplementary Information — Supplementary Figures 1-7 and Supplementary Tables 1-5

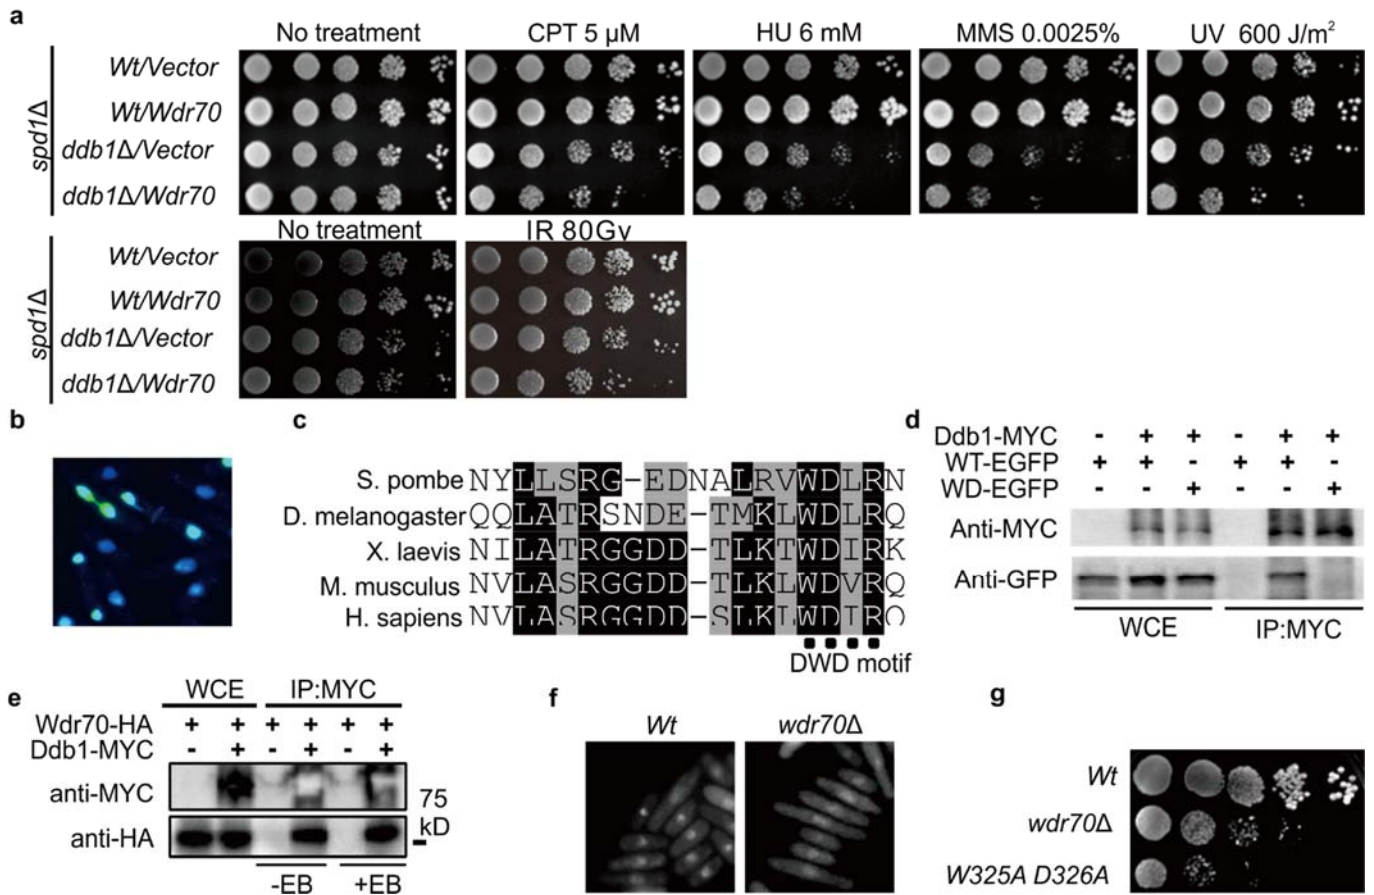

Analysis of Wdr70 as a DCAF protein. **(a)** Top: 10 fold serial dilution of indicated transformed strains onto medium containing the indicated drugs (for UV treatment, cells were plated and immediately irradiated). Bottom: an equivalent experiment using IR. Plates were incubated for 4 days and photographed. Over-expression of *wdr70* from the *nmt41* promoter exacerbates hypersensitivity of *ddb1 Δ* to genotoxic challenge but does not exert a similar effect on *ddb1⁺* cells. **(b)** An EGFP-tagged Wdr70 (expressed ectopically from an *nmt41* promoter) visualised in methanol-fixed cells by fluorescence microscopy. Nuclei were counterstained with DAPI and an overlaid image is shown. **(c)** Alignment showing conservation of Wdr70 in the indicated eukaryotic species (corresponding to 391 - 409 of the human sequence). Wdr70 contains four clearly identifiable WD40 domains, one of which harbours a variant DWD motif (WDxR, the signature sequence of DCAF protein family). The sixteen residues shown fulfil the following features of DWD motif¹. The first fourteen residues include three highly conserved residuals, Asp7, Trp13, and Asp14. Four hydrophobic residues (Ile, Leu or Val) are present at positions 1, 10, 12, and 15. Distinct from other DCAF proteins, which have three small residues (Gly, Ser, or Thr) at position 3, 4 and 5, in Wdr70 there is a highly conserved arginine instead of a small residue at position 4 (see Figure 1a). Wdr70 also contains the signature arginine 16 residue following the WD dipeptide for the DWD domain. **(d)** Co-immunoprecipitation experiment for Myc-tagged Ddb1 expressed from its chromosomal locus and Wdr70⁺ (WT-EGFP) or the WD mutant (WD-EGFP) expressed from an *nmt41* plasmid. **(e)** Co-IP of Myc-tagged Ddb1 and HA-tagged Wdr70 with 10 μ g of ethidium bromide (EB) added to the pre-cleared cell lysates and incubated on ice for 10 min before immunoprecipitation with 2 μ g of anti-Myc antibody. **(f)** *wdr70 Δ* cells visualised during unperturbed logarithmic growth following fixation and staining with DAPI. **(g)** Spot-test analysis. 10-fold serial dilutions of *wdr70 Δ* and *wdr70-wd* (W325A D326A) to show the growth phenotype. Plates were incubated for 5 days.

Supplementary Figure-2

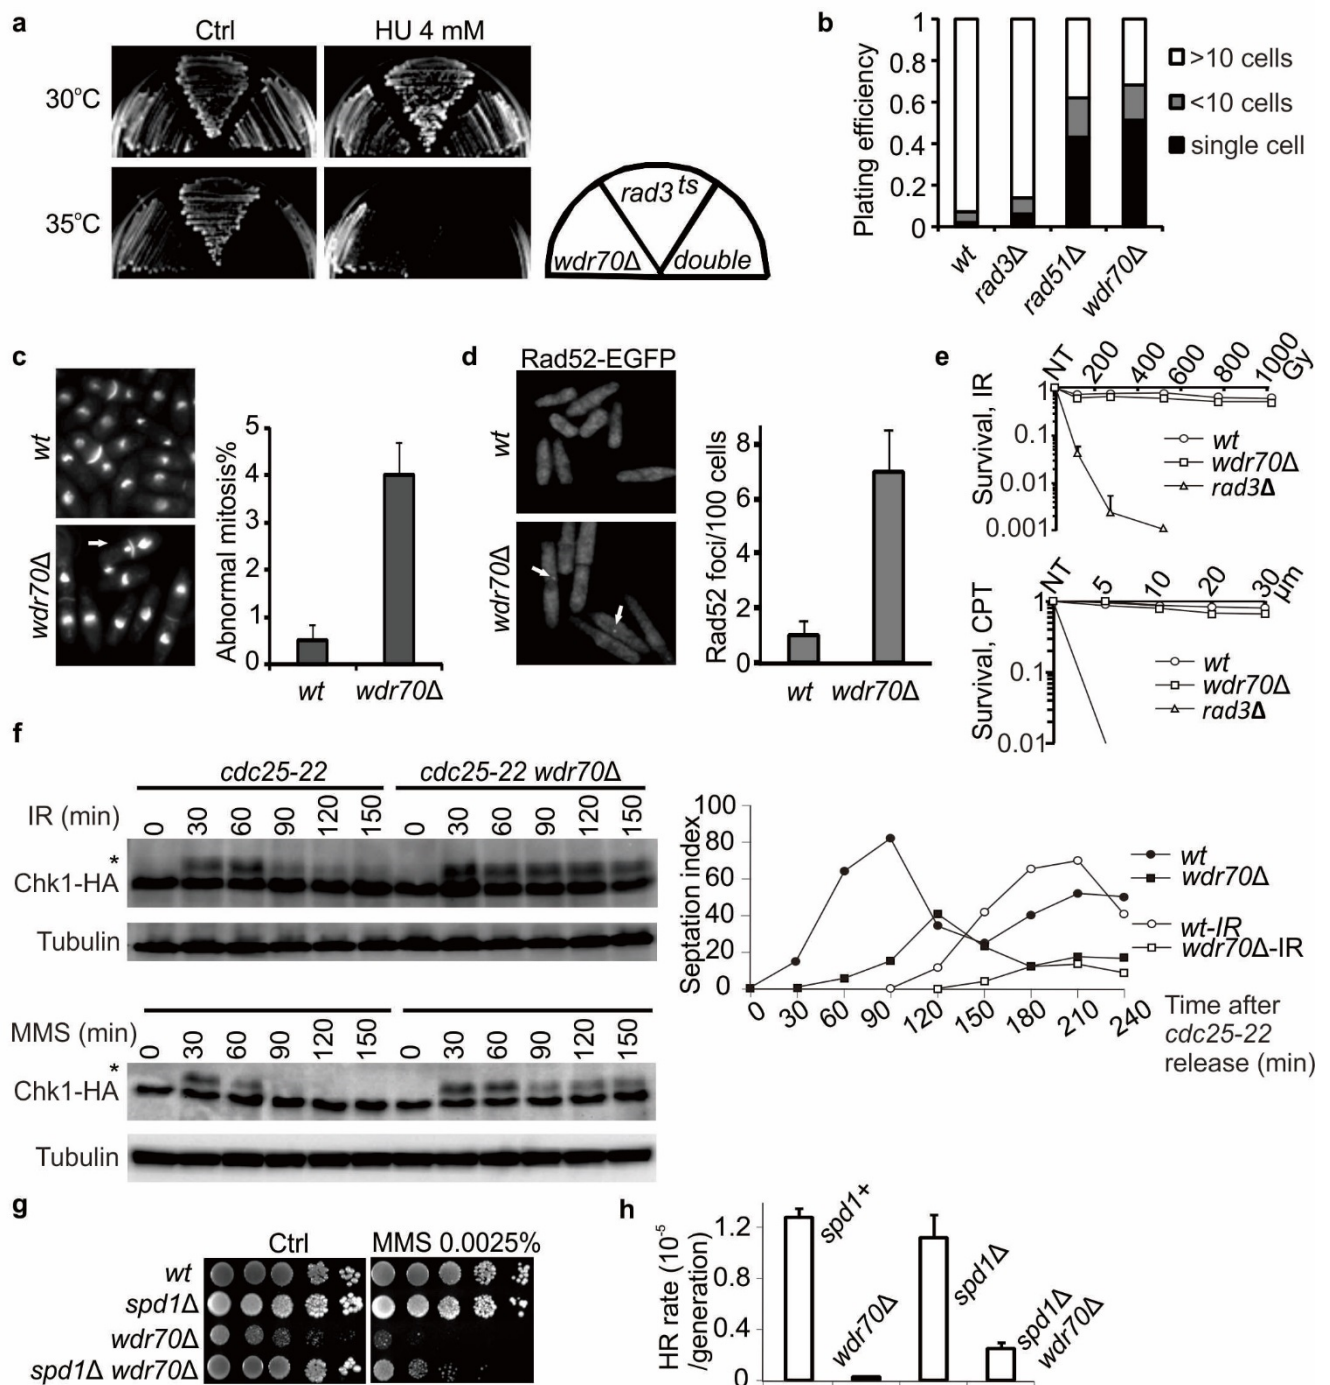

Analysis of *Wdr70* and the DNA damage response. (a) The indicated strains were streaked onto rich media agar plates with or without hydroxyurea (HU) and incubated at either 30 or 35°C for 3 days. The double *wdr70Δ rad3^{ts}* mutant is lethal in the absence of genotoxic treatment at the non-permissive temperature for *rad3^{ts}* (35°C). The *rad3^{ts}* single mutant only lost viability in the presence of HU. (b) Plating efficiency of *wdr70Δ* compared with *rad3Δ* and *rad51Δ*. Single cells were plated onto rich media agar plates and scored microscopically for micro-colony formation. (c) Logarithmically growing *wdr70⁺* (wt) and *wdr70Δ* cultures stained with DAPI (DNA) and calcofluor (septum) and scored for the percentage of abnormal mitotic cells. Left: representative images. Arrow marks an abnormal mitosis. (d) Spontaneous Rad52 foci visualized in a *rad52-EGFP* background by fluorescence microscopy of unperturbed logarithmically growing cultures. Left: representative images. (e) Clonogenic survival analysis for wild type (wt) *wdr70Δ* and *rad3Δ* cells in response to IR or CPT. (f) Left: western blot

analysis of IR-induced (40 Gy, top) and MMS-induced (bottom) Chk1 phosphorylation in cultures synchronized in G2 by *cdc22-25* temperature arrest and released after irradiation. Right: mitotic entry of the same IR-treated culture after exposure. The checkpoint activation is more intense and prolonged for *wdr70Δ* cells. This corresponds to a longer checkpoint delay in *wdr70Δ* cells (the time between irradiation and mitotic entry). Asterisk: slow migrating band represents phosphorylated Chk1. **(g)** Spot analysis showing the rescue of the slow growth and MMS hypersensitivity phenotypes of *wdr70Δ* by concomitant *spd1* deletion. Ten-fold series dilution of indicated cells were plated on rich media and cultured in the presence or absence of 0.0025% MMS. **(h)** Analysis of the rates of homologous recombination in the indicated strains. Deletion of *spd1* partially rescues the decrease in spontaneous HR observed in the *wdr70Δ* background.

Supplementary Figure-3

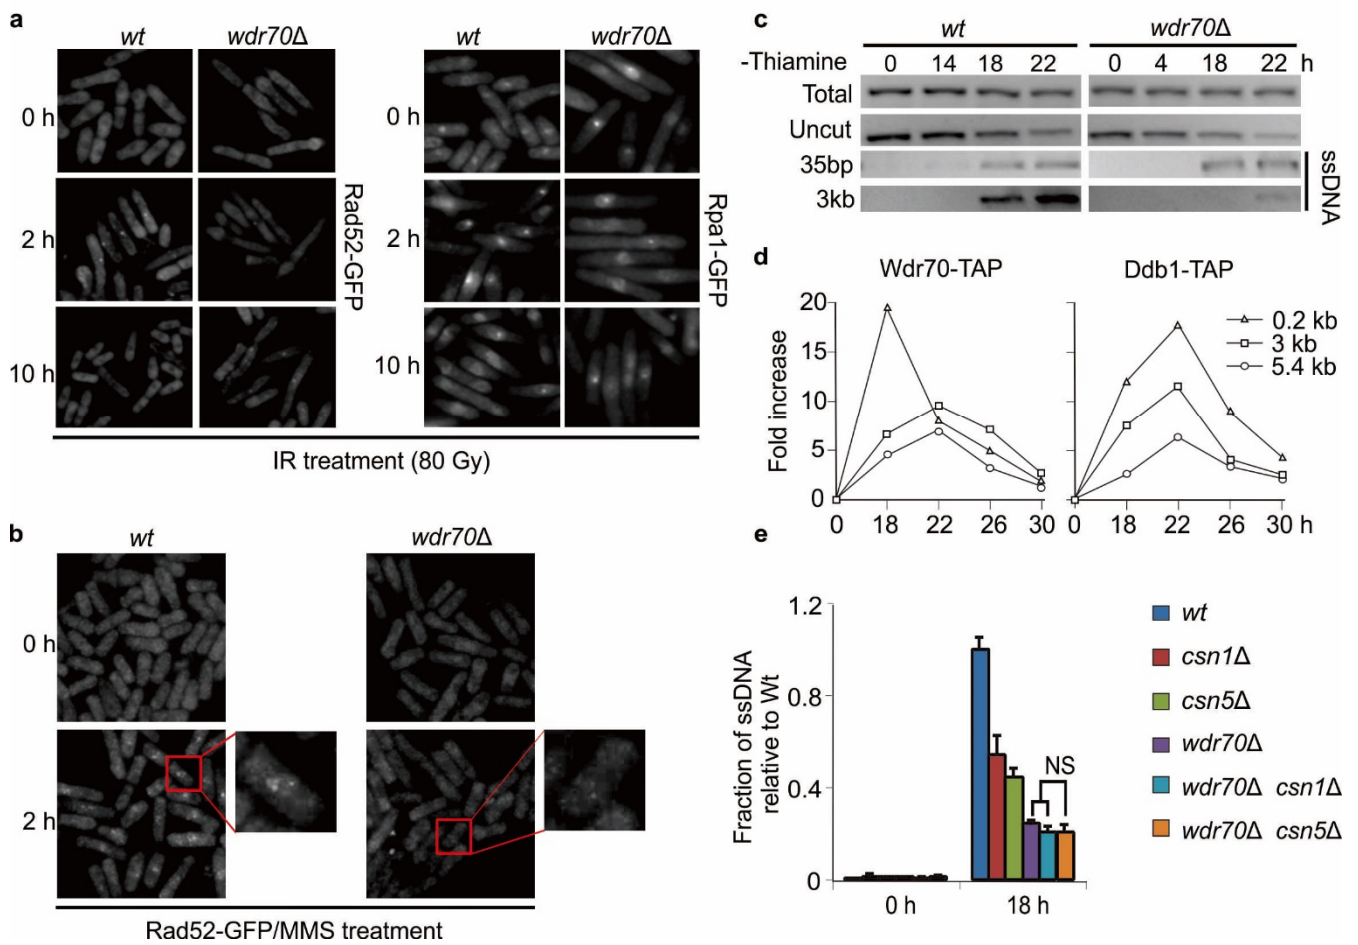

CRL4^{Wdr70} and the response to DNA double strand breaks. All genetic backgrounds are *spd1*Δ. **(a)** Representative fluorescence images of Rad52-GFP and Rpa1-GFP foci at the indicated time points after IR (80 Gy) in *wdr70*⁺ (wt) and *wdr70*Δ cells. The numbers of foci are quantified in Fig. 2a. **(b)** Analysis of Rad52-GFP foci in *wdr70*⁺ (wt) and *wdr70*Δ cells in response to MMS treatment. Foci were largely absent in *wdr70*Δ cells (inset). **(c)** Analysis of resection for experiments shown in Fig. 3d,e following an HO-induced DSB after removal of thiamine. PCR was performed across the *ApoI* sites (see Fig 2b) following prior digestion with *ApoI*. Total input genomic DNA was amplified as an internal control. **(d)** ChIP analysis for Wdr70 and Ddb1 chromatin association at the indicated distances from an induced DSB at the indicated times after thiamine removal. Note that the peak of Wdr70 association at 0.2 kb was 18 hour post-induction, 4 hours earlier than Ddb1. **(e)** qPCR quantification of resection in *wdr70*Δ, *csn1*Δ and *csn5*Δ mutants 3 kb from a DSB.

Supplementary Figure-4

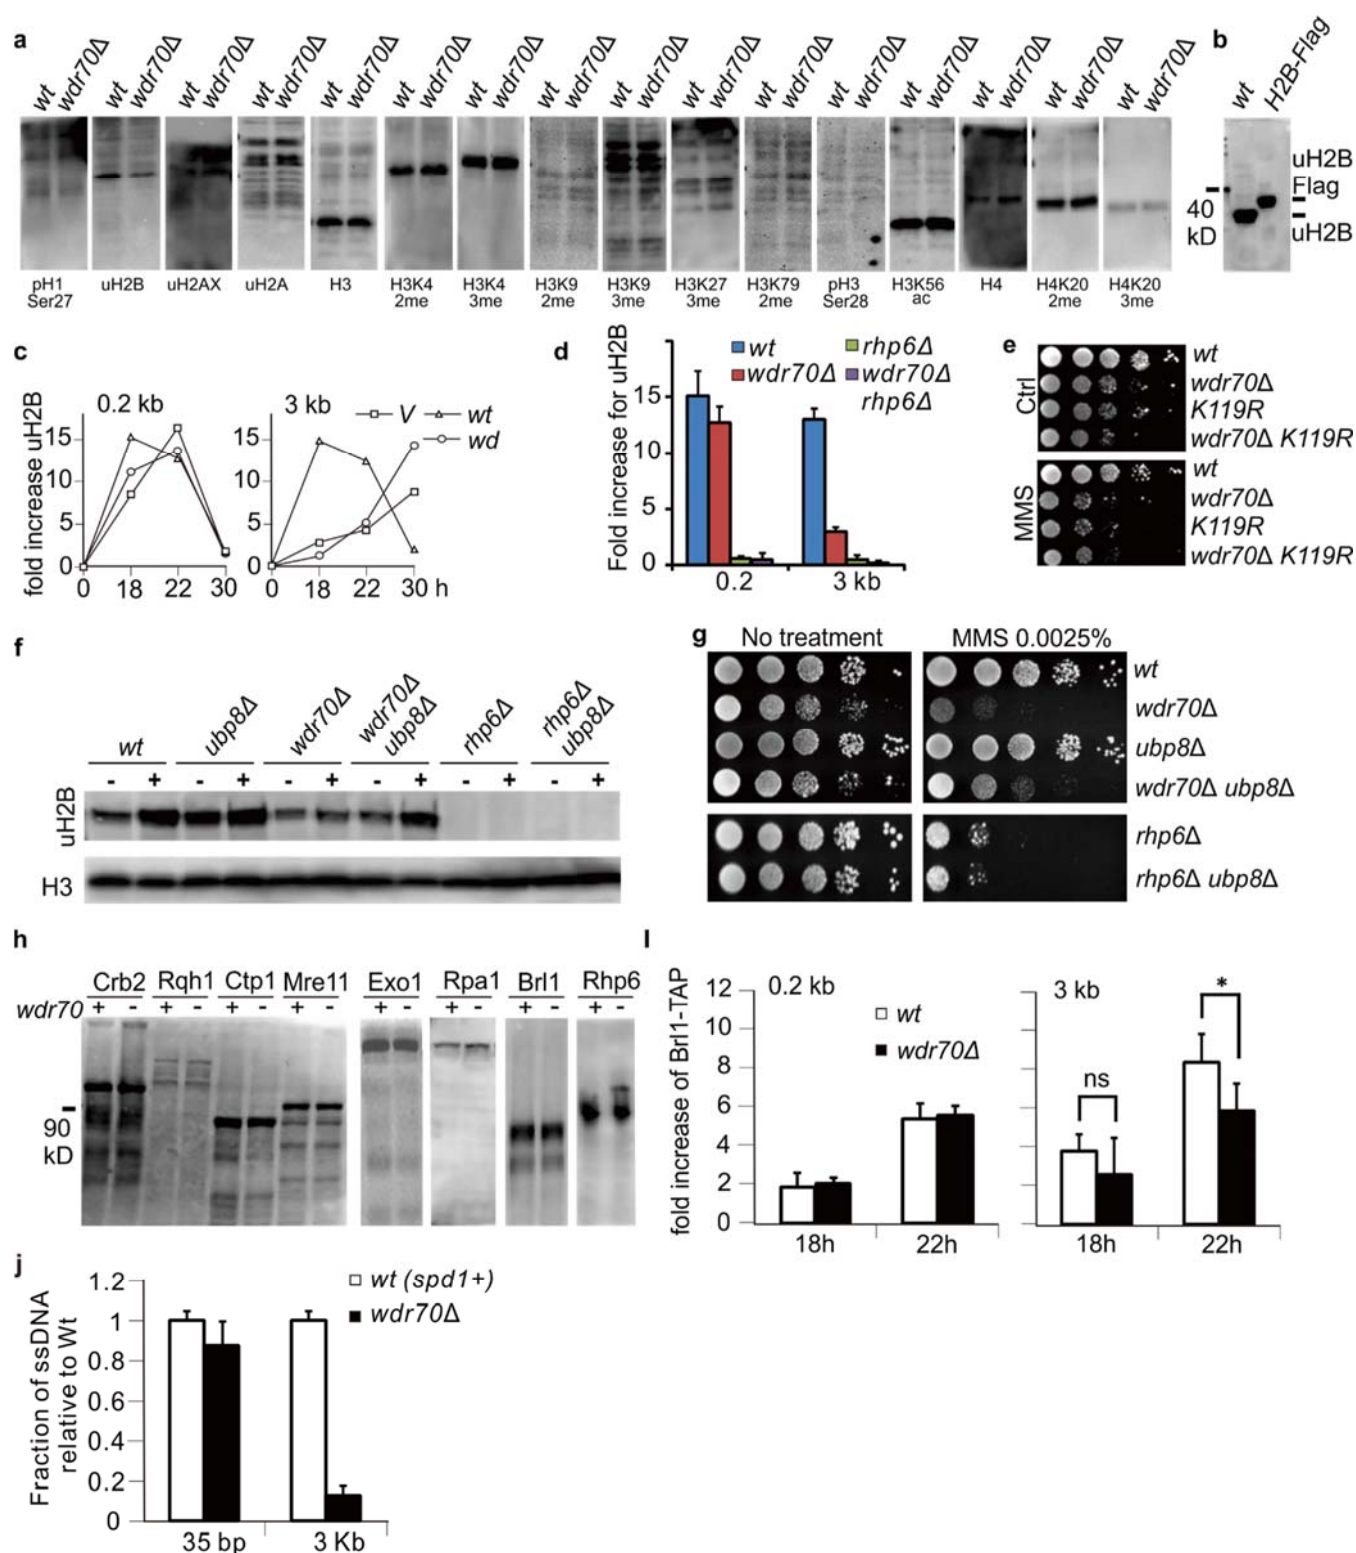

Wdr70-dependent H2B monoubiquitination in response to DSBs. All genetic backgrounds are *spd1Δ*. (a) Screen for the indicated modified histone markers by Western blot analysis. Antibodies reported to be specific for each modification shown were used to probe duplicate membranes with extracts *wdr70*⁺ and *wdr70Δ* run side-by-side. The major reproducible change displayed by *wdr70Δ* cells was a reduced level of a band in the blot probed for with antibody reported to be specific for monoubiquitinated H2B. (b) The

specificity of the antibody against uH2B was established by examining the differential migration rate of Flag-tagged and untagged uH2B species during SDS-PAGE (12%) extracted from H2B⁺ (wt) and H2B-Flag strains. Thus, the antibody is specific for uH2B. (c) Chromatin immunoprecipitation of uH2B to analyse enrichment after DSB formation following induction of the HO endonuclease. A *wdr70Δ* strain was transformed with either an empty *nmt41* vector (V) or plasmids encoding *wdr70⁺* (wt) or *wdr70-W325A-D326A* (wd). The deficiency of H2B monoubiquitination 3 kb from the DSB break site was complemented by *wdr70⁺* but not the *wdr70-wd* mutant. (d) uH2B enrichment at 0.2 and 3 kb from a DSB assayed by chromatin immunoprecipitation (ChIP) in the indicated backgrounds. uH2B enrichment is dependent on *rhp6*, as expected. (e) 10 fold serial dilution of the indicated strains to assay for sensitivity to MMS treatment (0.0025%). The *wdr70Δ* H2B-K119R background shows no additive sensitivity when compared to the single *wdr70Δ* and H2B-K119R backgrounds. (f) Analysis of MMS-induced H2B monoubiquitination in the indicated strains. Note that damage-induced uH2B levels are restored in *wdr70Δ*, but not in *rhp6Δ*, by concomitant deletion of *ubp8*. (g) 10 fold serial dilution of the indicated strains to assay for sensitivity to MMS treatment (0.0025%). Note that *ubp8Δ* partially rescued the *wdr70Δ* (upper panel) but not the *rhp6Δ* (lower panel) hypersensitivity to MMS. (h) Immunoblotting of cell lysates from the indicated TAP-tagged strains in *wdr70⁺* (+) and *wdr70Δ* (-) backgrounds. (i) Recruitment of Brl1-TAP 0.2 and 3 kb distal to the HO site in the *wdr70Δ* cells assayed by ChIP and quantitative PCR. (j) In the presence of *spd1⁺*, loss of *wdr70* results in a similar defect in resection as seen in *spd1* null cells (c.f. Fig. 4c). n = 3 biological repeats. Error bars = s.d. * = p<0.05, t-test.

Supplementary Figure-5

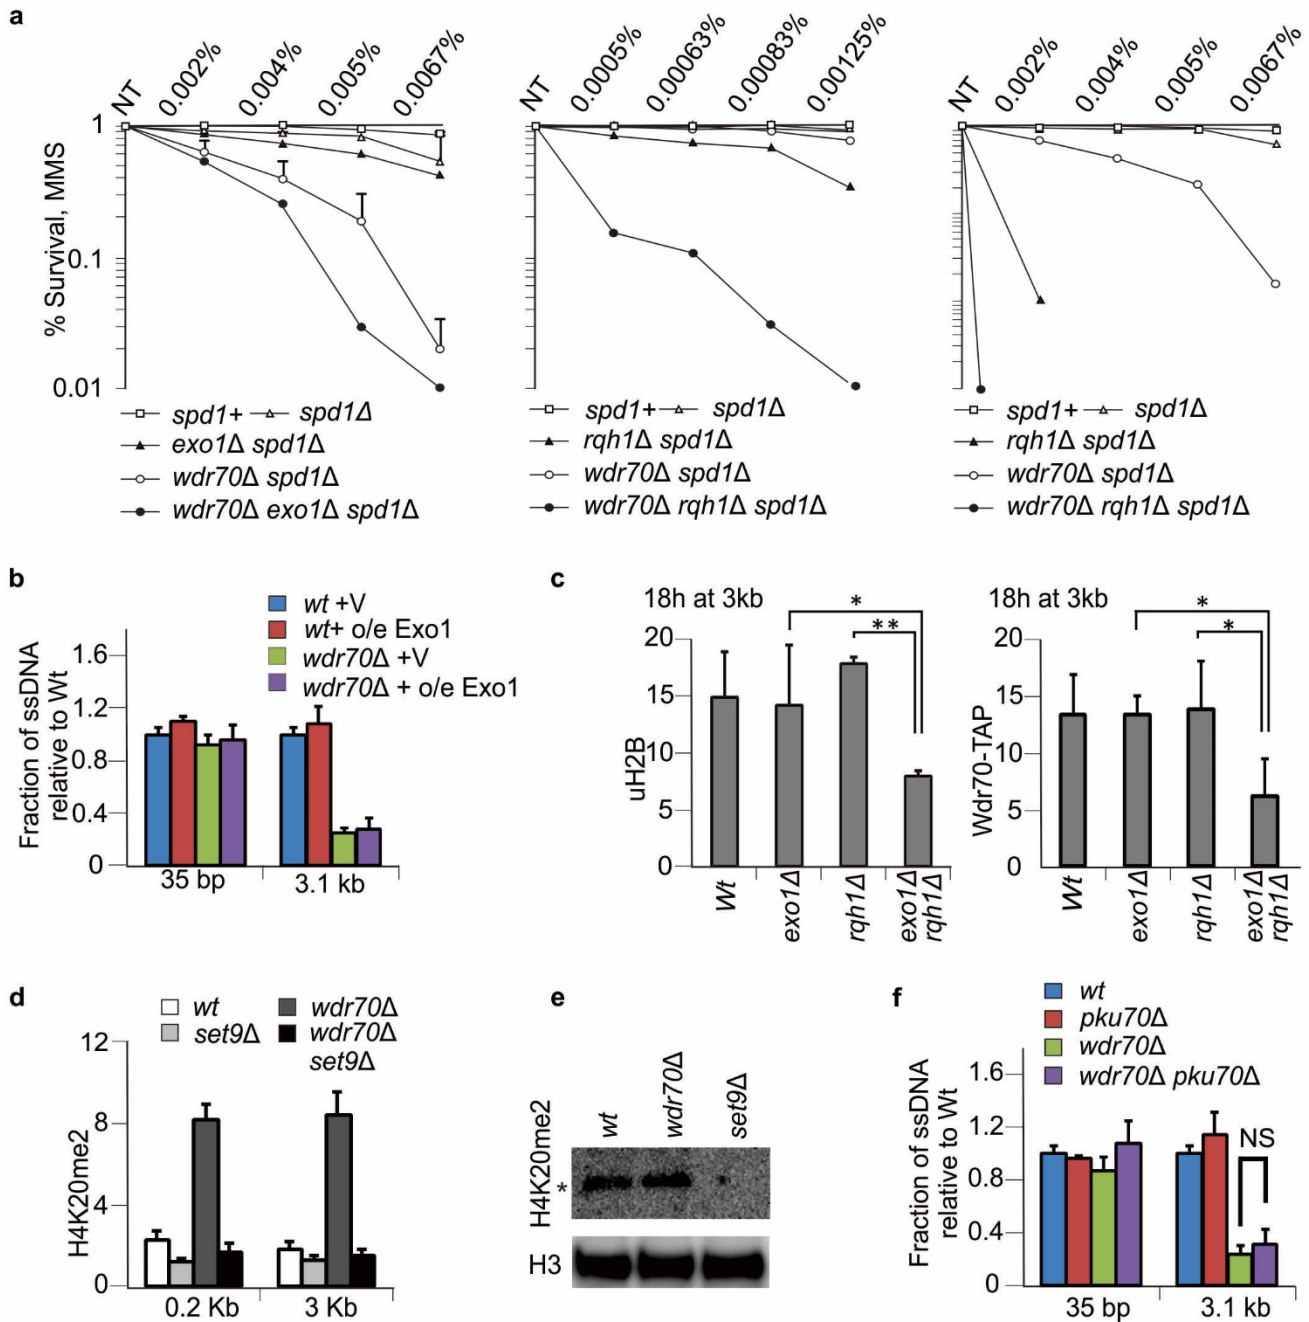

Interplay between Wdr70 and resection factors. All genetic backgrounds are *spd1Δ* unless annotated *spd1+* (a) MMS clonogenic survival analysis of *wdr70Δ* combined with *exo1Δ* or *rqh1Δ*. *wdr70Δ* displayed a synergistic sensitivity with *rqh1Δ* at low (0.0005%-0.00125%) and high doses (0.002% - 0.0067%) of MMS treatment. In contrast, *exo1Δ wdr70Δ* showed an apparently additive sensitivity. (b) Analysis of ssDNA formation at the *Apo1* site 3kb from the HO break site in the indicated strains. Exo1 overexpression does not rescue the resection defect of the *wdr70Δ* mutant. (c) H2B monoubiquitination and Wdr70 loading analysed by Chromatin immunoprecipitation (ChIP) in the *exo1Δ*, *rqh1Δ* and *exo1Δ rqh1Δ* backgrounds. When long-range resection is disrupted by concomitant deletion of the *exo1* and *rqh1* genes H2B modification levels and Wdr70 recruitment were reduced. n = 3 biological repeats. Error bars = s.d. * = p<0.05, ** = p<0.01, t-test. (d) ChIP analysis of H4K20me2 in *wdr70Δ*, *set9Δ* and *wdr70Δ set9Δ* background. Elevated H4K20me2 in *wdr70Δ* was reduced to wild type level by loss of *set9* function. (e) Western blot analysis of the total level of H4K20me2 in *wdr70+*, *wdr70Δ* and *set9Δ*. Deletion

of *set9* abolishes H4K20 di-methylation. (f) Analysis of ssDNA formation at the *ApoI* site 3kb from the HO break site in the indicated strains. pKu70 loss does not rescue the resection defect of *wdr70Δ*.

Supplementary Figure-6

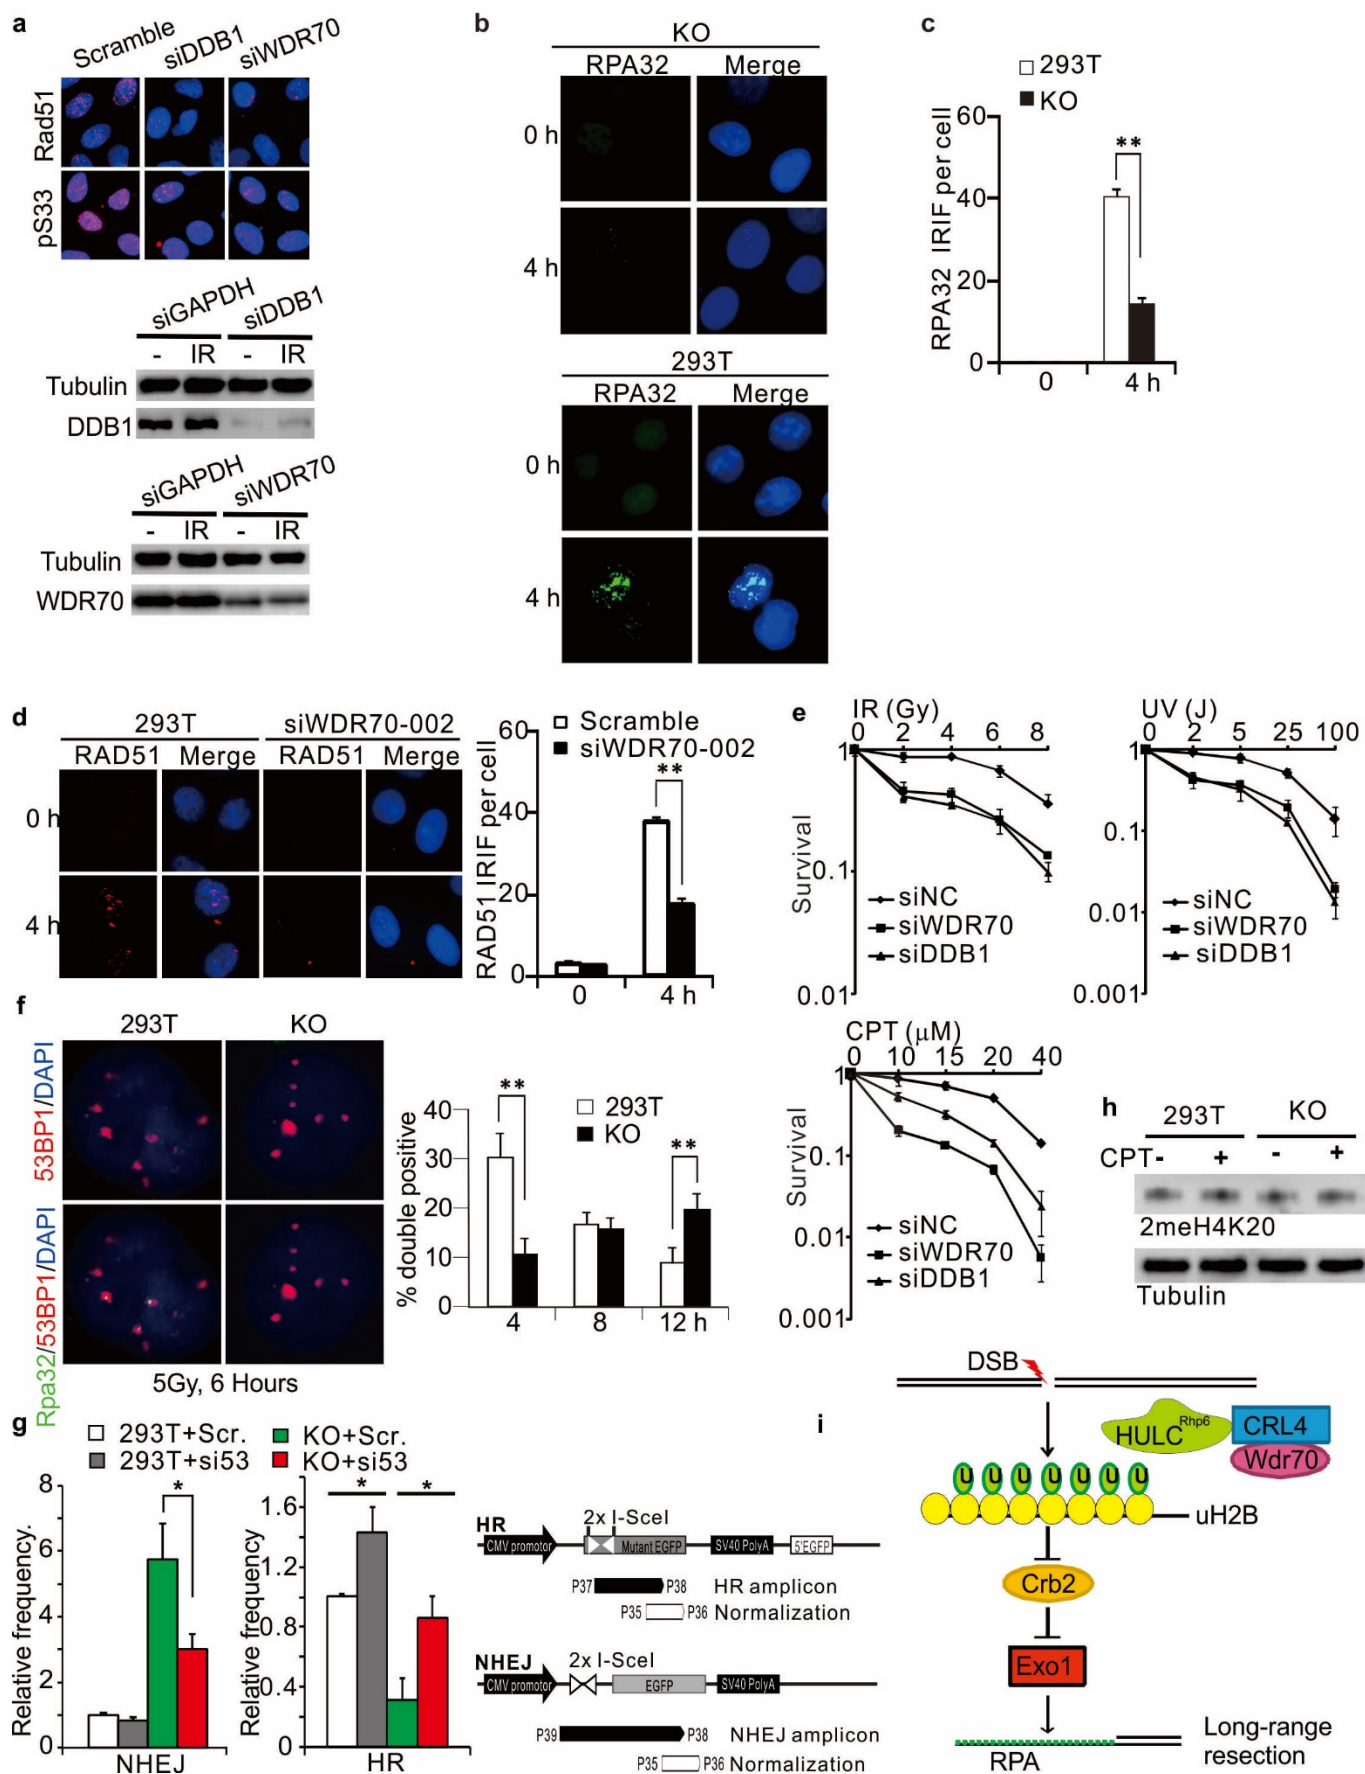

Conserved roles of mammalian CRL4^{WDR70} in regulating homologous recombination. **(a)** Assessment of foci for Rad51 and phospho-Rpa32 (pS33) by indirect immunofluorescence in 293T cells transfected with DDB1 or WDR70 siRNA (top). Knockdown efficiency of each gene was evaluated by immunoblotting (bottom). **(b)** Examples of IR-induced foci for Rpa32 in CRISPR knockout WDR70 cells. **(c)** Quantification of IR-induced foci for Rpa32 in CRISPR knockout WDR70 cells. $n = 3$ biological repeats. Error bars = s.d. $** = p < 0.01$, t-test. **(d)** A second siRNA against WDR70 was used to establish the specificity of knockdown. Rad51 foci following IR were reduced to a similar extent to that reported in Fig. 1a. $n = 3$ biological repeats. Error bars = s.d. $** = p < 0.01$, t-test. **(e)** Survival analysis of siRNA treated cells exposed to the indicated doses of genotoxin. **(f)** Immunostaining (left) and quantification (right) of pS33-positive (green) 53BP1 foci (red) for 293T and WDR70 knockout (KO) cells. Note that in 293T cells, the percentage of double positive foci decreased after 4 hours post-IR whilst the foci number elevated until 12 hours in KO cells. Nuclei were counterstained by DAPI. $n = 3$ biological repeats. Error bars = s.d. $** = p < 0.01$, t-test. **(g)** Left: quantification of repair efficiency for I-SceI-induced DSB (c.f. Fig. 6d) for WDR70 knockout (KO) and parental 293T cells following transfection with si53BP1. $n = 3$ biological repeats. Error bars = s.d. $* = P < 0.05$, t-test. Right: diagrammatic representation of the constructs used. **(h)** CRISPR knockout of WDR70 does not affect global Me2H4K20 levels. **(i)** Model for CRL4^{Wdr70}-mediated histone modification and long-range resection after DSB induction. HULC enzyme together with CRL4^{Wdr70} catalyse H2B monoubiquitination, which triggers the removal of chromatin barrier formed by Crb2^{53BP1} and stimulates Exo1 recruitment, long-range resection and HR. In mammalian cells, loss of this mechanism results in persistent occupancy of 53BP1 on DSBs, therefore favours NHEJ but blocks resection required for HR pathway.

Supplementary Figure-7
Figure 1b

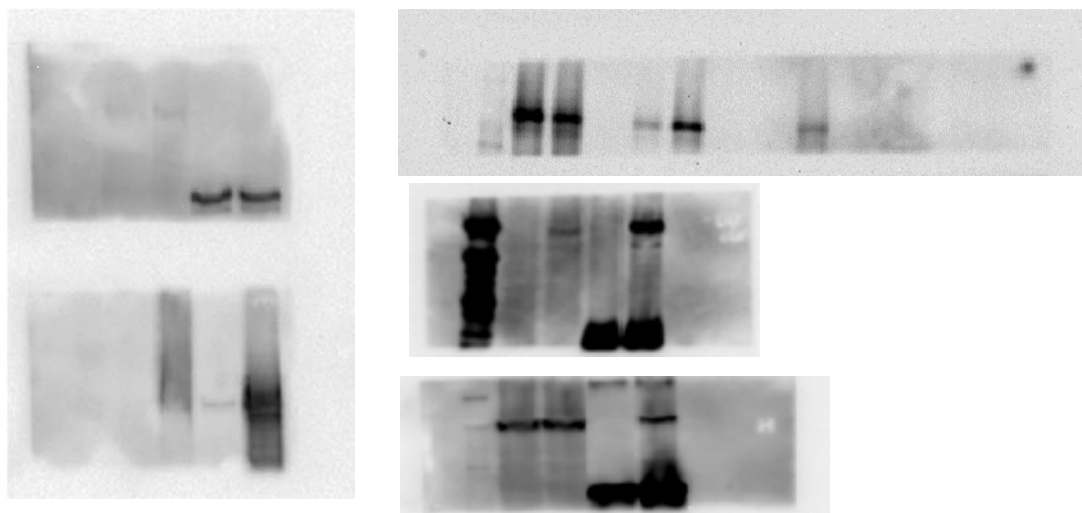

Figure 1c

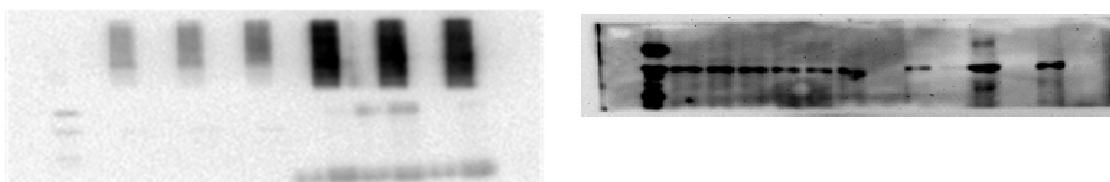

Figure 2b

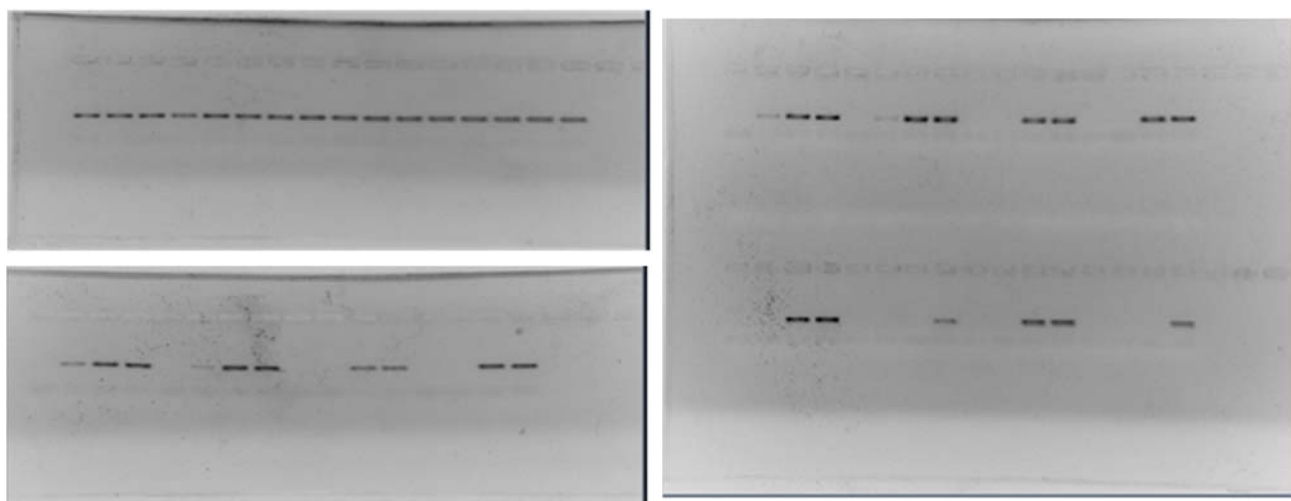

Figure 3a

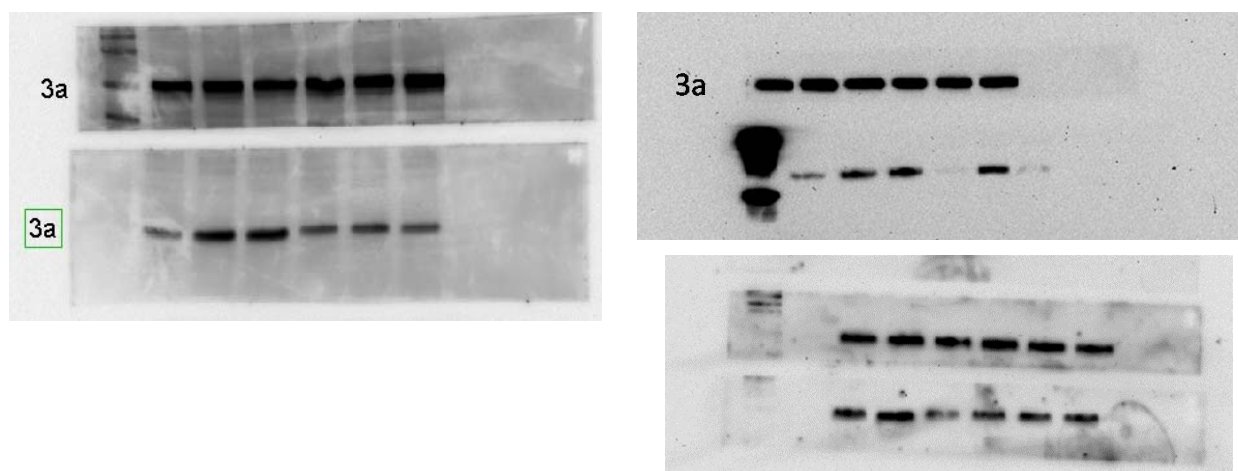

Figure 3c

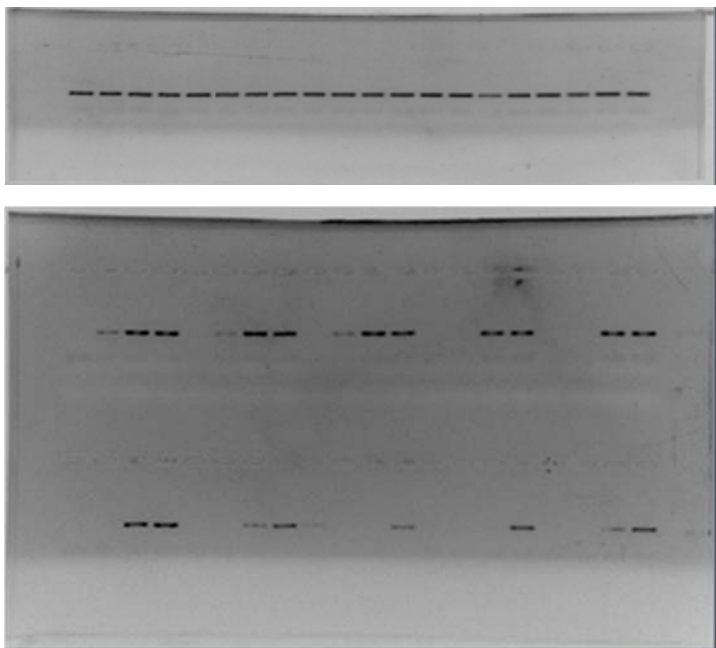

Figure 3f

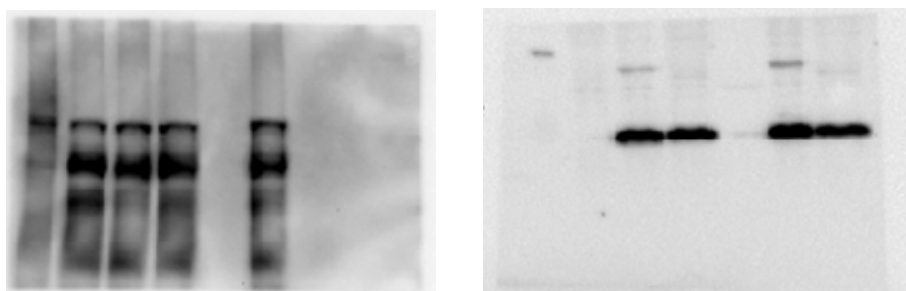

Figure 3h

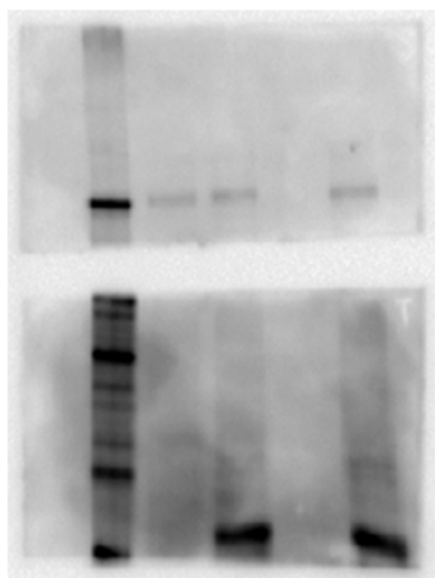

Figure 6c

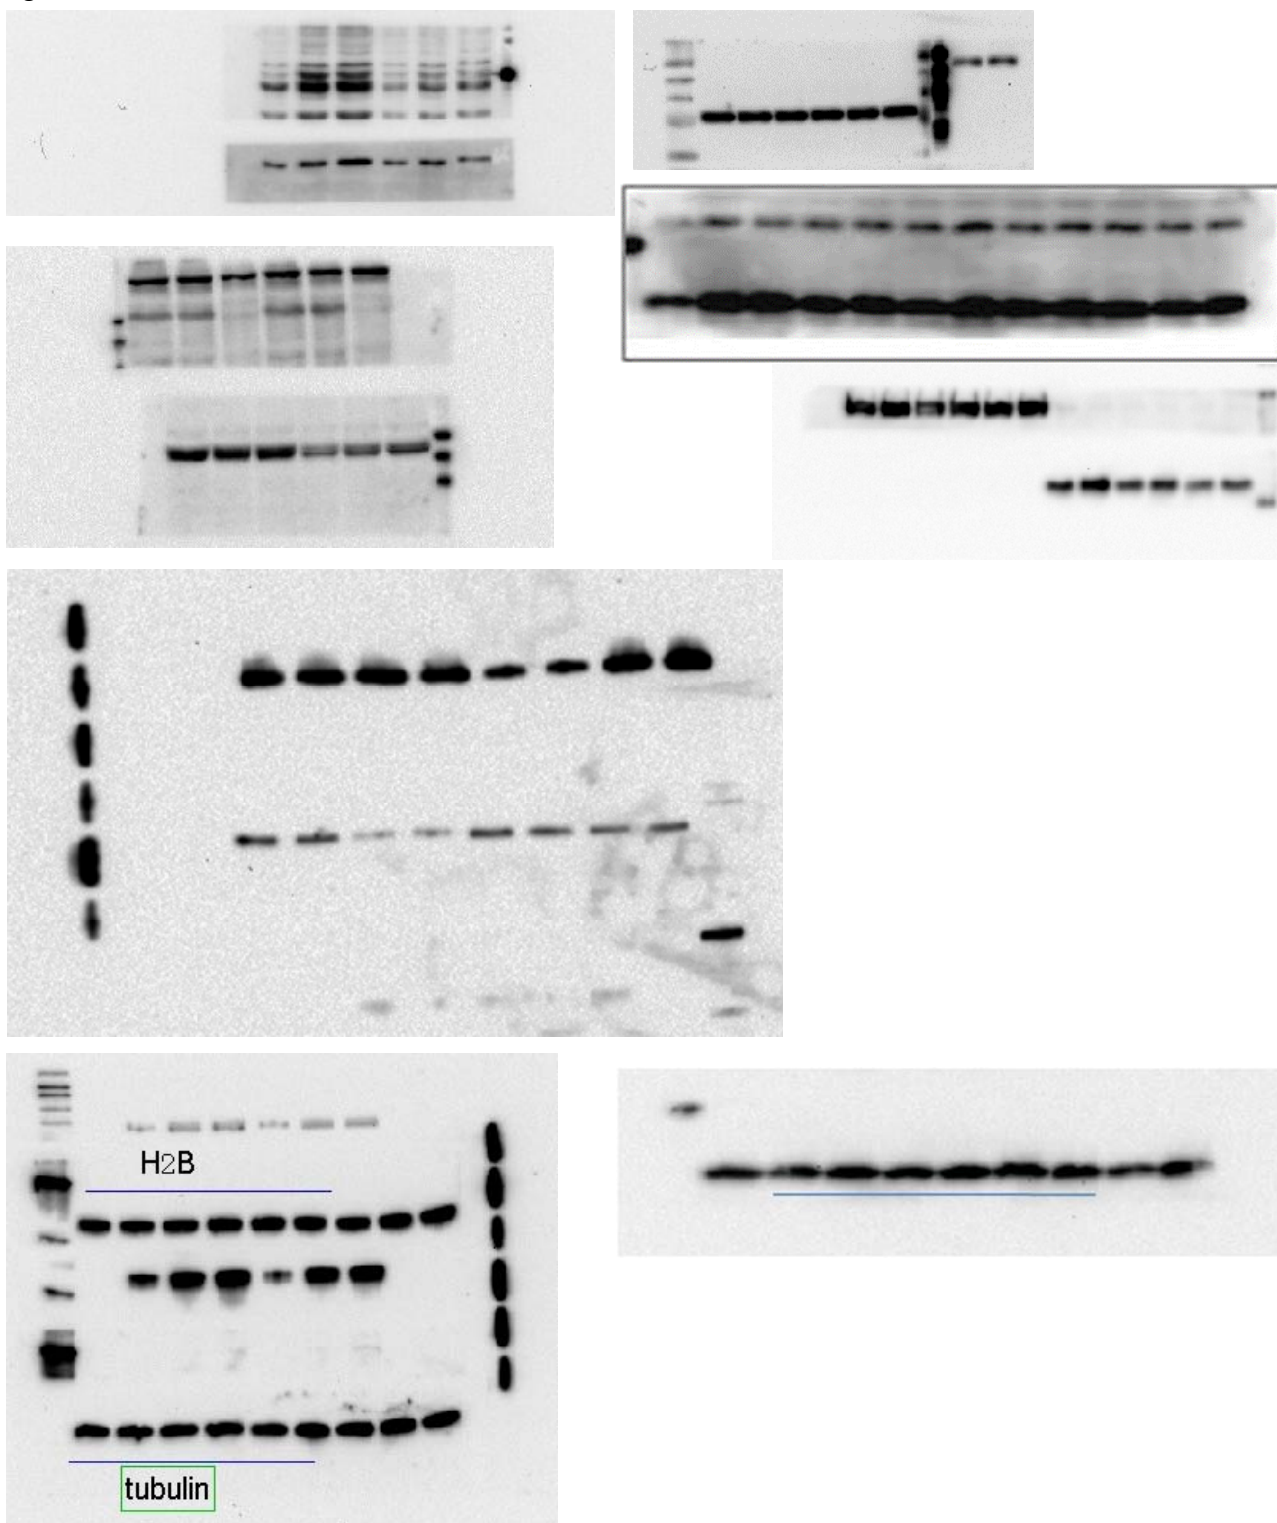

Figure 6d

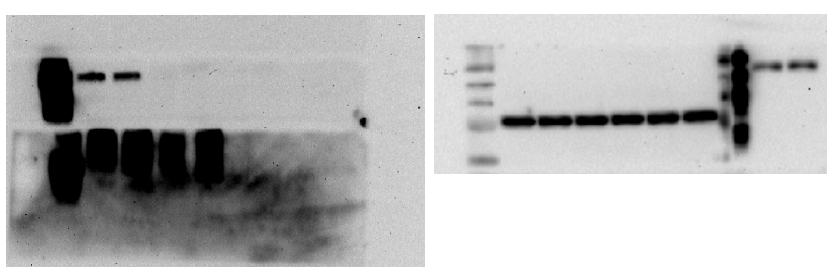

Figure 6g

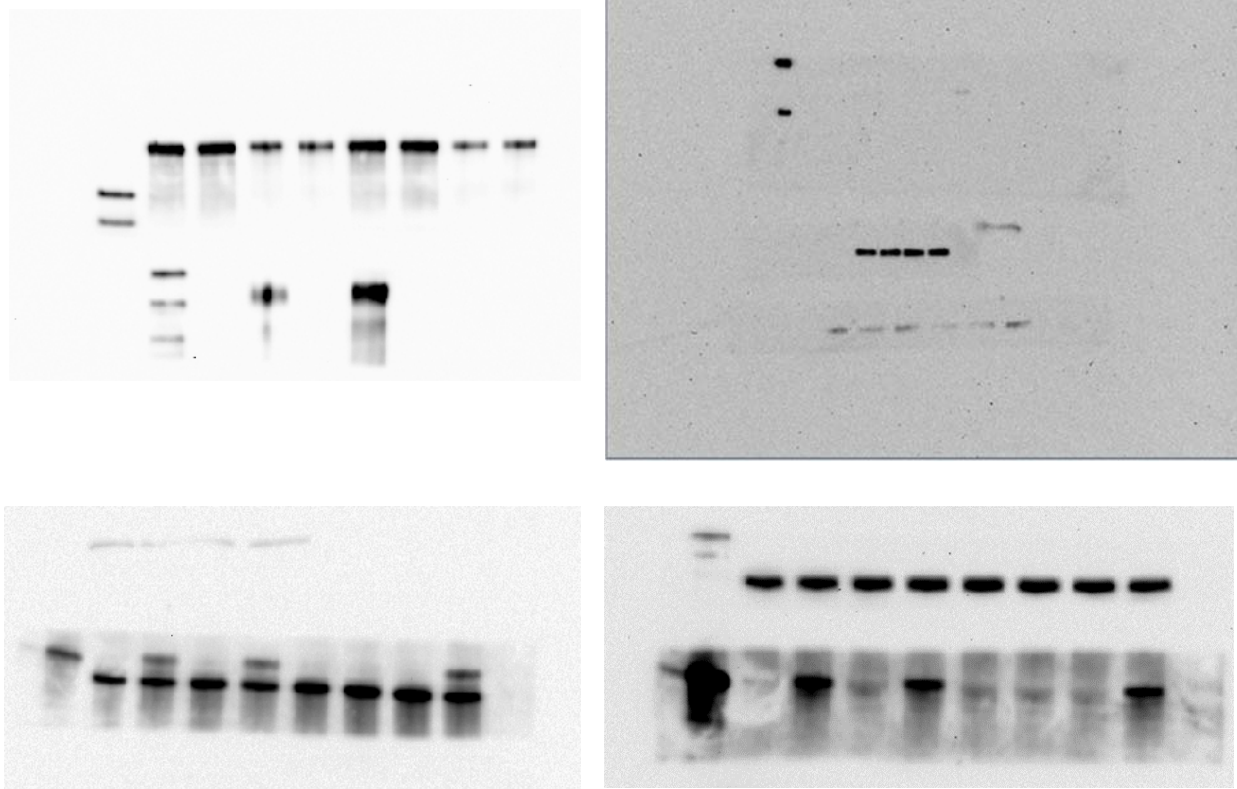

The uncropped blots used in the main figures.

Supplementary Table 1. Transcripts differing between *wdr70*⁺ and *wdr70Δ*

Gene_id	count_Sp2_wdr70	count_Sp1_Wt	log2.change.	p value	q value	Gene Name
SPAC1002.19	253.3749672	49.25398893	2.363	8.85E-35	1.30E-32	urg1
SPAC1006.01	1233.15162	593.9338431	1.054	9.61E-53	2.19E-50	psp3
SPAC1006.03c	414.4168503	173.73575	1.2542	2.87E-24	2.52E-22	red1
SPAC1039.09	89.62801332	42.52004513	1.0758	2.82E-05	0.0004206	isp5
SPAC11D3.09	136.3355696	34.63171097	1.977	6.49E-16	3.53E-14	SPAC11D3.09
SPAC11H11.02c	137.778274	43.4820371	1.6639	5.01E-13	2.01E-11	mug162
SPAC11H11.03c	122.8102154	52.52476163	1.2254	5.52E-08	1.38E-06	SPAC11H11.03c
SPAC139.05	19.29617188	3.078374308	2.6481	0.00029574	0.0035173	SPAC139.05
SPAC15F9.01c	34.08389239	9.04272453	1.9143	7.65E-05	0.0010279	SPAC15F9.01c
SPAC16C9.05	80.79144862	212.9850224	-1.3985	6.92E-15	3.29E-13	cph1
SPAC16E8.16	494.3066086	213.5622176	1.2107	3.41E-27	3.32E-25	sua7
SPAC17A5.07c	286.9178454	105.0495233	1.4496	3.83E-21	2.74E-19	ulp2
SPAC17D4.01	663.2833661	1359.871851	-1.0358	4.94E-54	1.33E-51	pex7
SPAC186.02c	1472.820895	120.2489964	3.6145	3.72E-291	8.48E-288	SPAC186.02c
SPAC186.03	52.29803594	20.58662819	1.345	0.00013957	0.0017609	SPAC186.03
SPAC186.07c	102.7926913	49.44638732	1.0558	9.98E-06	0.00017208	SPAC186.07c
SPAC186.09	452.828856	120.4413948	1.9106	5.22E-47	9.93E-45	SPAC186.09
SPAC1F8.01	104.956748	46.17561462	1.1846	9.98E-07	2.12E-05	ght3
SPAC1F8.02c	345.3473753	54.83354236	2.6549	4.64E-53	1.12E-50	shu1
SPAC20H4.11c	118.8427782	57.14232309	1.0564	2.01E-06	4.01E-05	rho5
SPAC212.08c	14.4270444	43.86683389	-1.6044	9.02E-05	0.0011945	SPAC212.08c
SPAC222.07c	54.64243065	112.3606622	-1.04	8.11E-06	0.00014141	hri2
SPAC222.15	151.1232901	56.18033112	1.4276	1.28E-11	4.38E-10	meu13
SPAC22F3.12c	44.72383763	133.5244856	-1.578	1.49E-11	5.03E-10	rgs1
SPAC22G7.04	282.5897321	138.5268439	1.0285	7.41E-13	2.87E-11	pan2
SPAC23A1.20	15.68941078	44.44402907	-1.5022	0.00017379	0.0021568	new11
SPAC23H3.13c	62.93798118	138.1420471	-1.1341	1.08E-07	2.66E-06	gpa2
SPAC24C9.07c	389.7105368	133.5244856	1.5453	9.71E-31	1.20E-28	bgs2
SPAC26H5.06	77.00434947	166.424611	-1.1119	9.58E-09	2.65E-07	pot1
SPAC27D7.12c	158.5171503	55.02594076	1.5265	3.20E-13	1.32E-11	but1
SPAC27F1.05c	29.57544101	4.617561462	2.6792	6.53E-06	0.00011694	SPAC27F1.05c
SPAC29B12.08	224.1602023	527.556397	-1.2348	1.01E-28	1.12E-26	clr5
SPAC32A11.01	333.9860778	92.54362764	1.8516	9.42E-34	1.30E-31	mug8
SPAC32A11.02c	457.8783215	207.9826642	1.1385	4.00E-23	3.21E-21	SPAC32A11.02c
SPAC343.17c	4.508451374	153.9187154	-5.0934	2.02E-37	3.17E-35	SPAC343.17c
SPAC343.21	139.2209784	37.51768688	1.8917	2.17E-15	1.10E-13	SPAC343.21
SPAC4G9.07	90.52970359	42.90484192	1.0773	2.52E-05	0.00038451	mug133
SPAC513.03	19.83718605	55.21833915	-1.4769	3.60E-05	0.00052494	mfm2
SPAC688.13	83.13584334	177.1989211	-1.0918	5.43E-09	1.54E-07	scn3
SPAC6C3.04	532.3579382	1078.970195	-1.0192	3.96E-42	7.23E-40	cit1
SPAC750.08c	1.80338055	20.2018314	-3.4857	2.87E-05	0.00042726	SPAC750.08c
SPAC869.03c	110.1865516	45.59841944	1.2729	1.15E-07	2.83E-06	SPAC869.03c
SPAC869.06c	369.1519985	6.34914701	5.8615	3.05E-89	1.16E-86	SPAC869.06c
SPAC869.07c	207.9297774	53.10195681	1.9693	2.45E-23	2.04E-21	mel1
SPAC869.08	110.5472277	30.59134469	1.8535	3.14E-12	1.14E-10	pcm2
SPAC869.09	23.26360909	3.270772702	2.8304	3.89E-05	0.000562	SPAC869.09
SPAC8E11.10	250.8502345	804.225288	-1.6808	2.25E-67	7.90E-65	SPAC8E11.10
SPAC977.15	140.4833448	43.28963871	1.6983	1.35E-13	5.82E-12	SPAC977.15
SPAC977.16c	420.3680061	137.7572503	1.6095	6.46E-35	9.84E-33	dak2
SPAC977.17	194.7650994	72.91899142	1.4174	2.07E-14	9.36E-13	SPAC977.17
SPAP8A3.04c	5000.774264	1816.43324	1.461	0	0	hsp9
SPAPB1A11.02	115.0556791	57.33472149	1.0049	7.12E-06	0.0001256	SPAPB1A11.02
SPAPJ695.01c	53.74074038	17.70065227	1.6022	1.12E-05	0.0001865	SPAPJ695.01c
SPBC11C11.06c	695.563878	333.4264172	1.0608	8.54E-31	1.08E-28	SPBC11C11.06c
SPBC1348.12	181.2397452	66.9546412	1.4366	9.30E-14	4.05E-12	SPBC1348.12
SPBC1348.14c	320.8213998	95.04480676	1.7551	2.54E-30	3.05E-28	ght7
SPBC1921.04c	201.9786216	61.56748616	1.714	4.20E-19	2.70E-17	SPBC1921.04c
SPBC1D7.05	56.26547315	172.9661564	-1.6202	4.83E-15	2.35E-13	byr2
SPBC21C3.08c	1075.896836	2681.648819	-1.3176	1.25E-153	1.42E-150	car2
SPBC23G7.12c	551.6541101	271.2817359	1.024	1.77E-23	1.50E-21	rpt6
SPBC23G7.15c	2189.303987	950.640466	1.2035	1.88E-113	1.43E-110	rpp202
SPBC27B12.03c	512.1600761	248.1939286	1.0451	1.35E-22	1.07E-20	erg32
SPBC29B5.02c	53.19972621	152.9567234	-1.5236	1.94E-12	7.25E-11	isp4
SPBC2A9.02	51.57668372	108.8974911	-1.0782	6.02E-06	0.00010863	SPBC2A9.02
SPBC32H8.11	110.5472277	24.43459607	2.1777	1.03E-14	4.74E-13	mei4
SPBC336.02	221.6354695	103.7027345	1.0957	2.34E-11	7.80E-10	SPBC336.02
SPBC359.04c	71.59420782	178.7381083	-1.3199	9.06E-12	3.18E-10	pfl7
SPBC4B4.06	89.98868943	33.28492221	1.4349	1.56E-07	3.80E-06	vps25
SPBC56F2.06	49.59296511	20.2018314	1.2956	0.00031242	0.0036775	mug147
SPBC839.11c	24.88665158	57.91191667	-1.2185	0.0002676	0.0032247	hut1
SPBC947.05c	120.1051446	39.24927243	1.6136	4.10E-11	1.35E-09	frp2
SPBCPT2R1.08c	79.16840613	12.50589563	2.6623	1.96E-13	8.36E-12	tlh2

SPBP19A11.02c	37.69065349	81.38452077	-1.1105	6.11E-05	0.0008426	SPBP19A11.02c
SPBP4G3.02	534.702333	1858.183692	-1.7971	3.38E-168	5.14E-165	pho1
SPBP4G3.03	67.98744672	29.82175111	1.1889	7.87E-05	0.0010505	fub2
SPBPB21E7.04c	1571.285473	622.6012038	1.3356	7.14E-96	3.62E-93	SPBPB21E7.04c
SPBPB21E7.11	668.8738459	273.782915	1.2887	1.05E-39	1.77E-37	SPBPB21E7.11
SPBPB2B2.05	82.59482917	191.0516055	-1.2098	4.62E-11	1.51E-09	SPBPB2B2.05
SPBPB2B2.06c	164.10763	408.461791	-1.3156	8.23E-25	7.52E-23	SPBPB2B2.06c
SPBPB2B2.18	94.13646469	189.7048167	-1.0109	1.49E-08	4.01E-07	SPBPB2B2.18
SPBPB8B6.02c	290.1639304	74.45817858	1.9624	8.88E-32	1.16E-29	SPBPB8B6.02c
SPCC11E10.01	194.9454374	479.4567985	-1.2983	2.77E-28	2.94E-26	SPCC11E10.01
SPCC1620.03	96.30052135	44.05923228	1.1281	6.53E-06	0.00011694	mug163
SPCC16A11.06c	52.47837399	106.9735072	-1.0275	1.63E-05	0.00026159	gpi10
SPCC1827.04	680.5958194	230.1084795	1.5645	2.59E-53	6.57E-51	vms1
SPCC18B5.11c	140.1226687	68.49382835	1.0326	4.06E-07	9.09E-06	cds1
SPCC330.03c	19.47650994	65.22305565	-1.7436	4.01E-07	9.03E-06	SPCC330.03c
SPCC330.05c	123.8922438	0	7.9529	6.53E-28	6.78E-26	ura4
SPCC338.12	440.5658683	215.8709984	1.0292	3.26E-19	2.13E-17	pbi2
SPCC569.09	843.0804069	354.5902406	1.2495	2.26E-47	4.49E-45	SPCC569.09
SPCC63.10c	198.7325366	84.27049668	1.2377	3.25E-12	1.17E-10	sec59
SPCC737.03c	706.2038232	321.4977168	1.1353	1.26E-34	1.80E-32	ima1
SPCC737.04	1391.127756	467.3356996	1.5737	5.80E-108	3.79E-105	SPCC737.04
SPMTR.01	37.69065349	0	6.2361	1.77E-10	5.65E-09	mat2-Pc
SPNCRNA.1018	64.20034757	25.39658804	1.3379	2.63E-05	0.0003979	-/-
SPNCRNA.103	551.6541101	121.5957852	2.1817	4.51E-67	1.47E-64	-/-
SPNCRNA.1042	192.4207046	78.69094325	1.29	1.47E-12	5.56E-11	-/-
SPNCRNA.1115	135.0732032	290.7139737	-1.1059	4.33E-14	1.92E-12	-/-
SPNCRNA.1120	69.97116532	33.4773206	1.0636	0.00024617	0.0029822	-/-
SPNCRNA.1299	267.0806594	125.4437531	1.0902	2.73E-13	1.14E-11	-/-
SPNCRNA.1304	111.9899321	28.85975914	1.9562	3.53E-13	1.44E-11	-/-
SPNCRNA.1366	265.818293	99.08517304	1.4237	3.17E-19	2.10E-17	-/-
SPNCRNA.1394	168.9767575	52.71716003	1.6805	7.79E-16	4.04E-14	-/-
SPNCRNA.1487	56.62614926	18.08544906	1.6466	4.27E-06	8.06E-05	-/-
SPNCRNA.1511	218.0287084	85.80968384	1.3453	7.33E-15	3.45E-13	-/-
SPNCRNA.1527	206.4870729	56.9499247	1.8583	1.37E-21	9.93E-20	-/-
SPNCRNA.1553	123.7119057	49.44638732	1.323	7.24E-09	2.03E-07	-/-
SPNCRNA.1595	73.93860253	34.63171097	1.0942	0.00011543	0.0014808	-/-
SPNCRNA.1604	31.91983573	6.156748616	2.3742	1.20E-05	0.00019745	-/-
SPNCRNA.279	60.0525723	22.70301052	1.4033	2.51E-05	0.00038423	-/-
SPNCRNA.471	55.00310676	18.66264424	1.5594	1.31E-05	0.00021451	-/-
SPNCRNA.717	27.77206046	5.387155039	2.366	4.59E-05	0.00065273	-/-
SPNCRNA.814	102.6123533	47.90720017	1.0989	5.17E-06	9.45E-05	-/-
SPNCRNA.828	64.38068562	26.35858001	1.2884	4.32E-05	0.00061901	-/-
SPNCRNA.901	90.71004165	37.32528849	1.2811	1.34E-06	2.76E-05	-/-
SPNCRNA.906	1892.828225	861.5600095	1.1355	6.73E-90	2.79E-87	-/-
SPNCRNA.942	91.97240803	35.40130454	1.3774	2.71E-07	6.34E-06	-/-
SPNCRNA.944	42.19910486	10.77431008	1.9696	7.32E-06	0.00012865	-/-
SPNCRNA.989	92.15274609	37.71008527	1.2891	9.84E-07	2.10E-05	-/-

Differentially expressed genes between *wdr70*⁺ and *wdr70Δ* in G2 (*cdc25-22*) arrested cells. 

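More genes were higher than lower in *wdr70*Δ. Of 5219 measured genes, 237 were at least 2-fold higher in *wdr70*Δ and 53 at least 2-fold lower, so that 81.7% of the differences were towards *wdr70*Δ. Protein-coding genes made up 111 of those higher and 43 of those lower, and non-coding RNAs 122 and 10. The *ura4* marker, which stands in place of *wdr70* in the *cdc25-22 wdr70*Δ strains of the strain table, had 0 reads in *wdr70*+ and 687 in *wdr70*Δ. That is 215-fold higher against a floor of 3 counts, with a counting interval from a log2 ratio of 7.44 upwards. All listed *cdc25-22* strains carry *ura4D-18*, so the marker itself can account for this difference. *hry1* (SPAC869.06c) had 33 reads in *wdr70*+ and 2047 in *wdr70*Δ, 58.1-fold higher (log2 ratio 5.86, 95% counting interval 5.37 to 6.40). SPAC186.02c had 625 and 8167 reads, 12.2-fold higher (log2 ratio 3.61, 3.50 to 3.73). *shu1*, a receptor for haem uptake, was 6.30-fold higher with 285 and 1915 reads, and *urg1*, a gene induced by uracil, 5.14-fold with 256 and 1405. The helicase gene *tlh2* at a chromosome end was 6.33-fold higher with 65 and 439 reads, some of which can come from a near-identical copy of the gene. The meiotic cyclin gene *crs1* was 6.56-fold higher with 8 and 56 reads. SPAC869.09, SPAC27F1.05c and *ssd2* were 7.11-fold, 6.40-fold and 6.27-fold higher, but 82.1%, 94.7% and 87.7% of their length lies under other annotated genes.

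Behind *wdr70*, the protein-coding gene with the largest ratio towards *wdr70*+ was SPAC750.08c, with 105 and 10 reads (11.2-fold lower in *wdr70*Δ, log2 ratio −3.49, −4.59 to −2.55). The acid phosphatase gene *pho1* was 3.48-fold lower with 9658 and 2965 reads (log2 ratio −1.80, −1.86 to −1.74). Among the 10 lowest protein-coding genes with at least 50 reads in the library with more were also 3 genes of sexual differentiation, the MAPKKK gene *byr2* (3.07-fold lower), the regulator of G-protein signalling *rgs1* (2.99-fold) and the oligopeptide transporter gene *isp4* (2.88-fold). SPCC330.03c, SPAC8E11.10, SPAC212.08c and *new11* were 3.35-fold, 3.21-fold, 3.04-fold and 2.83-fold lower. The non-coding RNAs with most reads among those higher were SPNCRNA.906 (2.20-fold), SPNCRNA.103 (4.54-fold) and SPNCRNA.1299 (2.13-fold). Those with most reads among the lower ones were SPNCRNA.1115 (2.15-fold), SPNCRNA.293 (2.35-fold) and SPNCRNA.1233 (2.03-fold). Other annotated genes overlap 78.2% of SPNCRNA.1115 and 53.7% of SPNCRNA.1233.

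**Figure D2:**
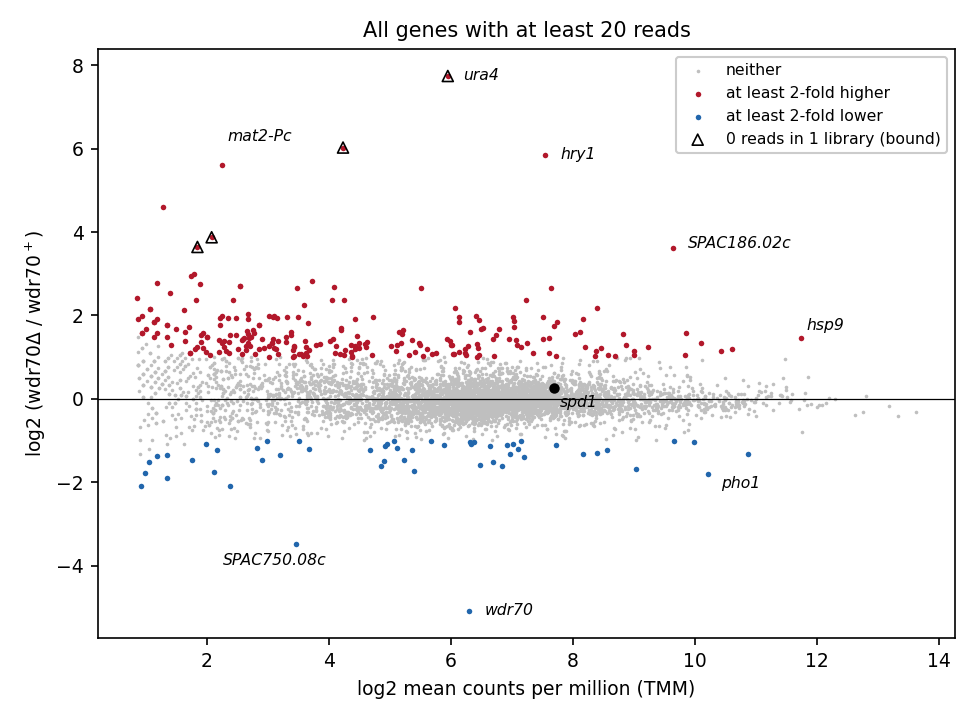
Log2 ratio of *wdr70*Δ over *wdr70*+ (y axis) against the log2 of mean expression in CPM (x axis) for each measured gene. Coloured points are the 237 genes at least 2-fold higher and the 53 at least 2-fold lower, from 1 library per genotype. A gene with 0 reads in one library is drawn at its bound.

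Of the paper's 119 genes in Supplementary Table 1, all 119 were different here in the direction that the table gives. This follows from the same counts judged without a corrected *P*-value, and is not independent evidence. In simulated libraries without any difference, a mean of 10.4 genes passed by counting error alone. When each library, a mix of 2 cultures by the labels, was assumed to vary with a coefficient of 0.2 or 0.4, 144 or 1258 passed. At 0.2, a mean of 70.55 were higher and 73.05 lower, against 237 and 53 found. At 0.4, these means were 626 and 632, so a spread of 0.4 over all genes is larger than the counts allow. The spread itself is not known, and a 2-fold difference in a single gene is not shown to exceed variation between cultures.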

Read counts and statistics from RNAseq are shown for genes above a threshold change of log2 > 1.

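The genes different in *wdr70*Δ included meiotic transcripts, some genes of iron and hexose uptake and some of mating. Of 12 measured meiotic genes whose transcripts Mmi1 marks for elimination in growing cells, 5 were at least 2-fold higher, all 12 had a log2 ratio above 0 and the median was 0.91, at the 100th percentile of random groups. *mei4*, the meiotic forkhead transcription factor, was 4.52-fold higher, *mug8* 3.61-fold and the meiotic recombination gene *meu13* 2.69-fold, besides *crs1* and, named after its value was seen, *mug10* (2.40-fold). Among 14 genes of RNA surveillance, *red1*, which acts with Mmi1, was 2.39-fold higher, and the group's median was 0.06. Of 725 measured non-coding RNAs, 530 had a log2 ratio above 0, with a median of 0.38 at the 100th percentile. The largest ratio among those with reads in both libraries was that of SPNCRNA.96, with 1 and 52 reads (log2 ratio 5.61, 3.07 to 10.9). Of 80 genes named *mug* or *meu* from meiotic screens, 9 were higher, *mug9* (3.27-fold) and *mug162* (3.17-fold) among them, and 1 was lower. Other annotated genes overlap 60.0% of *mug162*.

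Of 15 genes of iron uptake and use, *shu1* and the ferric reductase gene *frp2* (3.06-fold) were higher and 12 had a log2 ratio above 0, with a median of 0.35 at the 99.97th percentile. The siderophore genes *sib1* (−0.52) and *sib2* (−0.66) and the vacuolar iron transporter gene *pcl1* (−0.69) had log2 ratios below 0. The uracil-regulated genes *urg2* and *urg3* had log2 ratios of 0.88 and 0.42. Of 7 measured hexose transporter genes, *ght7* and *ght3* were 3.38-fold and 2.27-fold higher, while *ght5*, the one with the most reads, had a log2 ratio of −0.61 (−0.67 to −0.55). Of 5 genes of phosphate supply, *pho1* was lower and *pho84* had a log2 ratio of −0.99 (−1.01 and thus 2-fold lower with upper quartile scaling). Of the genes named here, *shu1*, *ght7*, *ght3*, *pho1* and *pho84* are among the 40 outermost genes of an end of chromosome I or II. For them, function and position cannot be told apart. In the core stress response, the heat-shock protein gene *hsp9* (2.75-fold) and the sulfiredoxin gene *srx1* (2.00-fold, but a log2 ratio of 0.99 and no longer 2-fold with upper quartile scaling) were higher among 17 measured genes, and the median was 0.18 at the 98.8th percentile. In the separate group of heat shock genes, which does not hold *hsp9*, none of 12 measured genes was 2-fold different. Of these, 9 had log2 ratios below 0 and the median was −0.12, with *hsp16* at 0.96 (0.92 to 0.99) and *mcp60* at −0.48. Other annotated genes overlap 75.2% of *mcp60*.

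None of 11 measured genes of MBF, which drives G1/S transcription, was 2-fold different, except *cig2* with upper quartile scaling (−1.01), but 8 had log2 ratios below 0 and the median was −0.38, at the 0.05th percentile. The cyclin gene *cig2* had a log2 ratio of −0.99 (−1.38 to −0.61), the replication licensing gene *cdc18* −0.76 (−1.19 to −0.34) and *tos4* −0.38 (−0.52 to −0.25), while *mik1* had 0.66 (0.29 to 1.03) and *cdc22*, the one with the most reads, was also above 0. All 8 measured histone genes had log2 ratios above 0, with a median of 0.25 at the 99.0th percentile, for example *hht2* with 0.42. None of 14 measured genes of mitosis and septation was different. Among 13 checkpoint genes, the replication checkpoint kinase gene *cds1* was 2.05-fold higher, and *chk1* had a log2 ratio of 0.09 (−0.21 to 0.38). Other annotated genes overlap 45.4% of *cds1*, 59.9% of *chk1* and 77.9% of *cig2*.

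Among 22 measured genes of homologous recombination, 1 was different, the Shu complex gene *sws1* (2.27-fold lower). *rad51* had a log2 ratio of −0.16 (−0.35 to 0.03) and *rad52* of 0.30 (−0.23 to 0.84). Other annotated genes overlap 55.7% of *sws1* and 77.1% of *rad52*. Of 17 measured genes of excision repair, none was different and the median was −0.19 at the 3.21th percentile. None of 4 measured genes of end joining was different, with *lig4* at a log2 ratio of 0.03. Of 15 genes of CRL4 and the signalosome, none but *wdr70* was different, with *ddb1* at −0.14 and *cul4* at −0.23. Of 19 heterochromatin genes, *clr5* was 2.35-fold lower. Of 11 telomere genes, the shelterin gene *pot1* (2.16-fold) and *ten1* (2.31-fold) were lower. *rap1* had a log2 ratio of 0.98 (0.78 to 1.17) and the group's median was −0.09. Of the length of *pot1*, 47.9% lies under other annotated genes. Of 5 measured genes specific to P cells, *mat2-Pc*, a mating-type gene, was higher with 0 and 209 reads. That is 65.3-fold against a floor of 3 counts, with a counting interval from a log2 ratio of 5.72 upwards. Of 6 specific to M cells, the M-factor gene *mfm2* was 2.78-fold lower. Of 12 measured genes of sexual differentiation common to both mating types, 4 were lower, with the G-protein gene *gpa2* (2.19-fold) beside *byr2*, *rgs1* and *isp4*, and 1 was higher, *isp5* (2.11-fold, named after its value was seen). Of 15 proteasome genes, *rpt6* was 2.03-fold higher, and of 116 genes of ribosomal proteins, *rpp202* was 2.30-fold higher. In the mitochondrial genome, 3 genes were measured and SPMIT.06 was 2.56-fold higher with 15 and 41 reads.

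**Figure D3:**
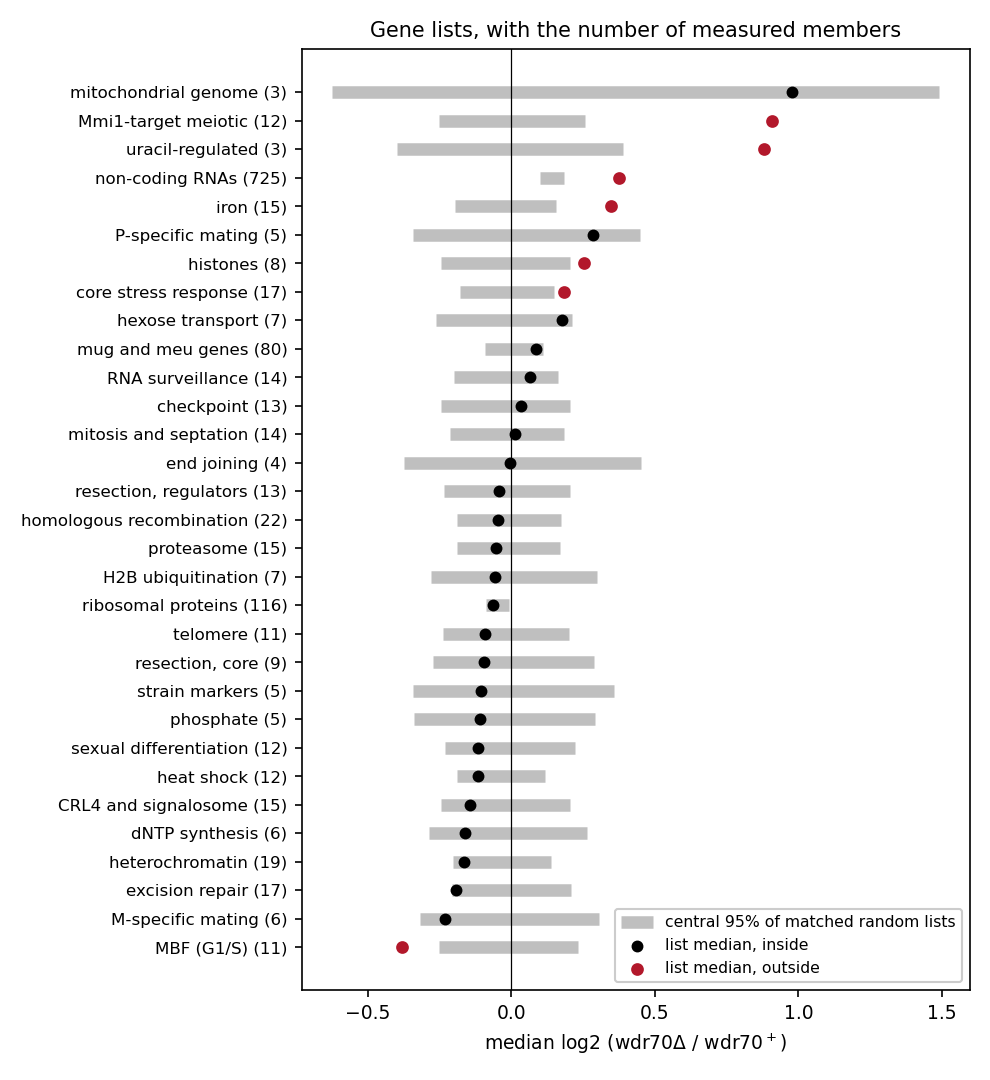
Median log2 ratio of *wdr70*Δ over *wdr70*+ (x axis) for each gene group (y axis). Points are medians over the group's measured genes, and bars span the central 95% of the medians of 10000 random groups of similar expression. The Mmi1-target meiotic genes lie at 0.91 and the MBF genes at −0.38, and the subtelomeric helicases, with *tlh2* as the 1 measured gene, are not drawn.

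Of 32 groups, 8 medians lay outside the central 95% of random groups, 7 above it and 1 below. Some groups share genes, and those on mating, iron, phosphate, uracil, meiosis, telomeres and hexose transport were chosen with Supplementary Table 1 in view, so this number cannot be set against chance. *ght5*, *hsp16*, *mcp60*, *rap1*, *mik1*, *sib1*, *sib2*, *pcl1*, *urg2*, *urg3*, *pho84*, *cig2* and *cdc18* were named after their values were seen. The columns of Supplementary Table 1 headed as read counts hold scaled values, in which 1 read equals 0.192 in *wdr70*+ and 0.180 in *wdr70*Δ. The 209 reads of *mat2-Pc* are listed there as the paper's 37.7.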

Supplementary Table 2. List of strains used in this study

Strain	Genotype
TC501	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1</i>
TC503	<i>h+ ade6-704 leu1-32 ura4D-18 his3-D1</i>
SP526	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 wdr70-3HA::kanMX6</i>
SP533	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 wdr70-TAP::kanMX6</i>
SP562	<i>h+ ura4D-18 his3-D1 ddb1-13myc::kanMX6</i>
SP1114	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 ddb1-TAP::kanMX6</i>
SP1111	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 exo1-TAP::kanMX6</i>
SP1302	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 mre11-TAP::kanMX6</i>
SP1113	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 ctp1-TAP::kanMX6</i>
SP1013	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 rhp6-TAP::kanMX6</i>
LD412	<i>h- ura4-D18 leu1-32::TAP-Crb2(leu1+) crb2D::ura4+ his3-D1</i>
SP896	<i>h+ htb1-3FLAG::kanMX6</i> (gifted by Dr S. S. Grewal)
SP897	<i>h+ htb1-K119R-3FLAG::kanMX6</i> (gifted by Dr S. S. Grewal)
SP635	<i>h+ ade6-704 leu1-32 ura4D-18 his3-D1 wdr70::ura4+</i>
SP636	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 wdr70::ura4+</i>
SP1102	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 wdr70-3HA::kanMX6 ddb1-13myc::kanMX6</i>
SP642	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 cdc25-22</i>
SP902	<i>h+ ade6-704 leu1-32 ura4D-18 his3-D1 cdc25-22 wdr70::ura4+</i>
SP876	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 wdr70::kanMX6</i>
SP628	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 ddb1::kanMX6</i>
SP815	<i>h+ ade6-704 leu1-32 ura4D-18 his3-D1 spd1::hphMX6</i>
SP792	<i>h+ leu1-32 ura4D-18 his3-D1 rad52-YFP::kanMX6</i>
SP831	<i>h+ leu1-32 ura4D-18 rad52-YFP::kanMX6 wdr70::ura4+</i>
DY645	<i>h+ leu1-32 his3-D1 rad11(rpa1)-YFP(leu1+)</i>
SP866	<i>h+ leu1-32 his3-D1 rad11(rpa1)-YFP(leu1+) wdr70::ura4+</i>
SP878	<i>h- leu1-32 ura4D-18 his3-D1 exo1:ura4+</i>
SP879	<i>h+ leu1-32 ura4D-18 his3-D1 ctp1::kanMX6</i>
SP880	<i>h- leu1-32 ura4D-18 his3-D1 mre11::kanMX6</i>
SP959	<i>h+ leu1-32 ura4D-18 his3-D1 wdr70:kanMX6 spd1::hphMX6</i>
TMN3301	<i>h- leu1-32 ura4D-18 his3-D1 rgh1::ura4+</i>
SP1136	<i>h+ leu1-32 ura4D-18 his3-D1 exo1:ura4+ spd1::hphMX6</i>
SP1138	<i>h+ leu1-32 ura4D-18 his3-D1 exo1:ura4+ wdr70::kanMX6 spd1::hphMX6</i>
SP1142	<i>h+ leu1-32 ura4D-18 his3-D1 ctp1::kanMX6 spd1::hphMX6</i>
SP1143	<i>h+ leu1-32 ura4D-18 his3-D1 ctp1::kanMX6 wdr70::ura4+ spd1::hphMX6</i>
SP1131	<i>h+ leu1-32 ura4D-18 his3-D1 rgh1::ura4+ wdr70::kanMX6 spd1::hphMX6</i>
MY6996	<i>h- leu1-32 ura4D-18 his3-D1 rhp6::KanMX6</i> (gifted by NBRP, Japan; originally made by Dr T. Toda)
SP660	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 chk1-HA</i>
SP891	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 chk1-HA wdr70::ura4+</i>
SP925	<i>h+ leu1-32 ura4D-18 his3-D1 chk1-HA cdc25-22</i>
SP927	<i>h+ leu1-32 ura4D-18 his3-D1 chk1-HA cdc25-22 wdr70::ura4+</i>
SP865	<i>h+ leu1-32 ura4D-18 his3-D1 ddb1::kanMX6 spd1::hphMX6</i>
SP1099	<i>h+ leu1-32 ura4D-18 his3-D1 rhp6::KanMX6 spd1::hphMX6</i>
Roz 8	<i>h- ade6-704 leu1-32 ura4D-18 his3-D1 ubp8::NatMX6</i> (gifted by Prof Alan Lehmann)
SP1119	<i>h+ ade6-704 leu1-32 ura4D-18 his3-D1 ubp8::NatMX6 wdr70::ura4+</i>
SP1130	<i>h+ ade6-704 leu1-32 ura4D-18 his3-D1 ubp8::NatMX6 rhp6::kanMX6</i>
YY4138	<i>h+ leu1-32 ura4-D18 his3-D1 arg3::HOSite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i> (gifted by Dr Paul Russell)
YY4140	<i>h- leu1-32 ura4-D18 his3-D1 rad11-TAP:kanMX6 arg3::HOSite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i> (gifted by Dr Paul Russell)
YY4141	<i>h-leu1-32 ura4-D18 his3-D1 rad11-TAP:kanMX6 mre11::natMX6 arg3::HOSite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i> (gifted by Dr Paul Russell)
SP1026	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 arg3::HOSite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>

SP1027	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 wdr70::ura arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1108	<i>h+ leu1-32 ura4-D18 his3-D1 wdr70::ura arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1104	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 htb1-K119R-3FLAG::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1105	<i>h+ leu1-32 ura4-D18 his3-D1 htb1-K119R-3FLAG::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1162	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 ddb1::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1173	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 wdr70::kanMX6 rqh1::ura4+ arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1174	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 rqh1::ura4+ arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1176	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 wdr70::kanMX6 exo1::ura4+ arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1160	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 exo1::ura4+ arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1107	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 wdr70::ura4+ rad11-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1115	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 rhp6-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1116	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 wdr70::ura4+ rhp6-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1117	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 wdr70-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1118	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 htb1-K119R-3FLAG::kanMX6 wdr70-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1151	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 ctp1-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1152	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 wdr70::ura4+ ctp1-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1157	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 exo1-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1154	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 wdr70::ura4+ exo1-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1158	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 wdr70::ura4+ ddb1-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1183	<i>h+ leu1-32 ura4-D18 his3-D1 exo1::ura4+ wdr70-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1185	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 rqh1::ura4+ wdr70-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1193	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 ctp1::kanMX6 wdr70-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1187	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 rqh1-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1194	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 wdr70::ura4+ rqh1-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1192	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 wdr70::ura4+ htb1-K119R-3FLAG::kanMX6 exo1-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1253	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 rhp6-TAP::kanMX6 exo1::ura4+ arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1226	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 rhp6-TAP::kanMX6 rqh1:ura4+ arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1234	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 rhp6-TAP::kanMX6 ctp1:ura4+ arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
SP1222	<i>h+ ura4-D18 leu1-32 his3-D1 set9::NatMX6</i>
SP1308	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 mre11-TAP::kanMX6 arg3::Hosite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>

**SP1310**	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 mre11-TAP::kanMX6 wdr70::ura4+ arg3::HOfite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
**SP1228**	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 crb2-TAP::kanMX6 arg3::HOfite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
**SP1230**	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 crb2-TAP::kanMX6 wdr70::ura4+ arg3::HOfite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
**SP1236**	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 set9::NatMX6 arg3::HOfite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
**SP1237**	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 set9::NatMX6 wdr70::ura4+ arg3::HOfite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
**SP1257**	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 crb2-TAP::kanMX6 set9::NatMX6 arg3::HOfite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
**SP1256**	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 crb2-TAP::kanMX6 set9::NatMX6 wdr70::ura4+ arg3::HOfite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
**Dy3766**	<i>h+ leu1-32 ura4-D18 ade6-L469/pUC8/his3/ade6-M375 his3-D1 arg3-D1</i>
**SP586**	<i>h+ leu1-32 ura4-D18 wdr70::ura4+ ade6-L469/pUC8/his3/ade6-M375 his3-D1 arg3-D1</i>
**SP1297**	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 crb2-F400A exo1-TAP::kanMX6 arg3::HOfite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>
**SP1306**	<i>h+ leu1-32 ura4-D18 his3-D1 spd1::hphMX6 crb2-F400A wdr70::ura4+ exo1-TAP::kanMX6 arg3::HOfite(kanMX6) ars1::nmt-HO endonuclease:ampR:his3+:ars1</i>

Supplementary Table 3. List of antibodies used in this study

**Antibody**	**Source**	**Dilution**
Rabbit anti-Myc	Millipore (05-724)	1:500
Rat anti-HA	Roche (11867423001)	1:500
Rabbit anti-TAP	sigma (p3775)	1:50000
Rabbit anti Flag	Huaan biological (Hangzhou, China)	1:1000
Mouse anti-Tubulin	sigma (T6074)	1:10000
Mouse anti-GFP	Roche (1814460001)	1:500
Rabbit anti-phospho Ser27 H1	Millipore (09-836)	1:200
Mouse anti-mono-ubiquitinated H2A	Millipore (05-678)	1:200
Rabbit anti-mono-ubiquitinated H2AX	Millipore (AB10029)	1:200
Mouse anti-mono-ubiquitinated H2B	Millipore (05-1312)	1:200
Mouse anti-dimethyl H4K20	upstate (07-031)	1:200
Mouse anti-trimethyl H4K20	Millipore (07-463)	1:200
Rabbit anti-H2B	Chemicon (ab1623)	1:20000
Mouse anti-H3	Millipore (05-1341)	1:10000
Mouse anti-dimethyl H3K4	Millipore (05-1338)	1:200
Mouse anti-trimethyl H3K4	Millipore (05-1339)	1:200
Rabbit anti-dimethyl H3K9	Upstate (07-212)	1:200
Mouse anti-trimethyl H3K9	Millipore (05-1250)	1:200
Mouse anti-trimethyl H3K27	Millipore (ABE44)	1:200
Rabbit anti-dimethyl H3K79	Millipore (04-835)	1:200
Rabbit anti-phospho Ser28 H3	Millipore (07-145)	1:200
Rabbit anti-acetylated Lys56 H3	cell signaling (#4243P)	1:200
Rabbit anti-H4	Millipore (07-108)	1:5000
Rabbit anti-53BP1	Bethyl, A300-272A	1:500
Rabbit anti-phosphor-Serine 33, Rpa32	NOVUS, NB100-544	1:500
Mouse anti-Rpa32	Santa Cruz, sc-271578	1:100
Rabbit anti-WDR70	Bethyl, A301-871A-1	1:500
Rabbit anti-Rad51	Proteintech, 14961-1-AP	1:1000
HRP-conjugated anti-mouse IgG	DAKO (P0260)	1:2000
HRP-conjugated anti-rabbit IgG	DAKO (P0448)	1:3000
FITC- conjugated anti-mouse IgG	Sigma (F0257)	1:200

Supplementary Table 4. List of plasmids used in this study

**Plasmids**	**Source**
Rep41-EGFP-Wdr70	This study
Rep41-EGFP-Wdr70-WD	This study
pLVX-G-sh53BP1	Purchased from Genechem

Supplementary Table 5. List of primers used in this study

	Sequence	Application
PRIMER 1	ATACTCCTAAAATTGATAGTTTATTC	Crb2-F400A Sequencing
PRIMER 2	GCTTGATTTTTCCTAATCTTGTG	Crb2-F400A Sequencing
PRIMER 3	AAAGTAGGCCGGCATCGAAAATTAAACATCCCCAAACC<br>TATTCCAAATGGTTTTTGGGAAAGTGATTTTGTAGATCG<br>G ATC CCC GGG TTA ATT A	Ctp1 tagging, forward
PRIMER 4	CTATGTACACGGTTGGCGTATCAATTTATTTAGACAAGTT<br>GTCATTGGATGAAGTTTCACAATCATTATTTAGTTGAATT<br>CGAGCTCGTTTAAAC	Ctp1 tagging, reverse
PRIMER 5	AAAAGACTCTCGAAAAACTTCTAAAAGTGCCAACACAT<br>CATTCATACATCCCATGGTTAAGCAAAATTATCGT<br>CGGATCCCCGGGTAAATTAA	Rqh1 tagging, forward
PRIMER 6	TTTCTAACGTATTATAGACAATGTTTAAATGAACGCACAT<br>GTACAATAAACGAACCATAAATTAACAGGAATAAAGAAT<br>TCGAGCTCGTTTAAAC	Rqh1 tagging, reverse
PRIMER 7	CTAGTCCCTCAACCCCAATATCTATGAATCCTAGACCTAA<br>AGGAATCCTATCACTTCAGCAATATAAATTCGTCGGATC<br>CCCGGGTTAATTAA	Exo1 tagging, forward
PRIMER 8	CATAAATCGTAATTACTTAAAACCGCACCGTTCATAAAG<br>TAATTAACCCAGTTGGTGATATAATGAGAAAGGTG<br>GAATTCGAGCTCGTTTAAAC	Exo1 tagging, reverse
PRIMER 9	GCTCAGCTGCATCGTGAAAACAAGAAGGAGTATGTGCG<br>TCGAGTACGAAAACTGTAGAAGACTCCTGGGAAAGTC<br>GGATCCCCGGGTAAATTAA	Rhp6 tagging, forward
PRIMER 10	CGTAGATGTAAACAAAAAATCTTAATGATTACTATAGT<br>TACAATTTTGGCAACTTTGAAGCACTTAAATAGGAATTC<br>GAGCTCGTTTAAAC	Rhp6 tagging, reverse
PRIMER 11	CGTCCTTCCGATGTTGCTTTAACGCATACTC	HO TOTAL
PRIMER 12	AGACGTATTTGAGTGATAGTGCTCGCTGC	HO TATOL
PRIMER 13	TGTTGCGGAAAGCTGAAAGGTACCTG	HO site 35bp amplicon, forward
PRIMER 14	CTCGCAGTCTGAGAGAGAACTAGATATCGG	HO site 35bp amplicon, reverse
PRIMER 15	CATAAGGTTTGCATACACCGTTGGGTAGG	HO site 3kb amplicon, forward
PRIMER 16	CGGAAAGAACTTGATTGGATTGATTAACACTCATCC	HO site 3kb amplicon, reverse
PRIMER 17	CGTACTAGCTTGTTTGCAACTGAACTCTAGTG	HO site 0.2kb amplicon, forward
PRIMER 18	CCGATATCTAGTTCTCTCTCAGACTGCGAG	HO site 0.2kb amplicon, reverse
PRIMER 19	TAGCACCGGCTCGTCTATTT	HO site 5.4kb amplicon, forward
PRIMER 20	AAGCAATGGGACTTCAATCG	HO site 5.4kb amplicon, reverse
PRIMER 21	TCAAAGCTGCGAAACAACAC	HO site 9kb amplicon, forward
PRIMER 22	TCGGTGACAGACGATCAATAA	HO site 9kb amplicon, reverse
PRIMER 23	ATACGACTCACTATAGGGCGAATTGGGTAC	HO uncut
PRIMER 24	GTCAAGGAGGGTATTCTGGGCCTCCATG	HO uncut
PRIMER 25	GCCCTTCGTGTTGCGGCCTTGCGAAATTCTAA	W325A D326A site directed mutagenesis

PRIMER 26	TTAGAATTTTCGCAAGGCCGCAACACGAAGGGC	W325A D326A site directed mutagenesis
PRIMER 27	CCAA CTCGAG ATGGATGGCA CAAATAATAC	Wdr70/Rep41-EGFP, forward
PRIMER 28	CCAA AGATCT TCTTTTTTGCTTTTTTGAAGGGTTTCC	Wdr70/Rep41-EGFP, reverse
PRIMER 29	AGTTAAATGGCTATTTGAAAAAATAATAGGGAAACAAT<br>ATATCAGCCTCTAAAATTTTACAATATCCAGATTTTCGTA<br>A AATTAACCCTCACTAAAGG	Wdr70 deletion (Baler system)
PRIMER 30	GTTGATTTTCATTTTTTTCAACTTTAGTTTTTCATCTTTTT<br>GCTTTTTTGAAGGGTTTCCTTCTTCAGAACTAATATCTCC<br>TAATACGACTCACTATAG	Wdr70 deletion (Baler system)
PRIMER 31	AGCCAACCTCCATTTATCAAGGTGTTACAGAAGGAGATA<br>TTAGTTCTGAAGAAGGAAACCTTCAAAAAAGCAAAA<br>AAGACGG ATC CCC GGG TTA ATT AA	Wdr70 tagging, forward
PRIMER 32	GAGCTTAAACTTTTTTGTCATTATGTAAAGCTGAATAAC<br>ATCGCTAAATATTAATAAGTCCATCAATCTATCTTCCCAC<br>A GAATTCGAGCTCGTTTAAAC	Wdr70 tagging, reverse
PRIMER 33	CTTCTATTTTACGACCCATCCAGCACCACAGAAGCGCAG<br>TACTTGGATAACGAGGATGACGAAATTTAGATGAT CGG<br>ATC CCC GGG TTA ATT AA	Mre11 tagging, forward
PRIMER 34	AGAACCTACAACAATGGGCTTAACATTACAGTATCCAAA<br>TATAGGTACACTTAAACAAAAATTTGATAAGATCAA<br>GAATTCGAGCTCGTTTAAAC	Mre11 tagging, reverse
Primer 35	ATCATGGCCGACAAGCAGAAGAACG	Normalization for I-SceI system, forward
Primer 36	CGGCGGCGGTCACGAACTCC	Normalization for I-SceI system, reverse
Primer 37	TGACCACCCTGACCTACG	HR/SSA repair, forward
Primer 38	CACCTTGATGCCGTTCTTCTGC	repair, reverse
Primer 39	TCGGAGCAAGCTTGATTTAGGTGA	NHEJ repair, forward
Primer 40	AAATTAGCCGGCACCTGTAATCCC	WDR70 Exon 1 sequencing, forward
Primer 41	GTTGGTTCCAACGGATAACGCAGA	WDR70 Exon 1 sequencing, reverse

How the deposited data were processed for this re-analysis (not part of the article)

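Poly(A)+ RNA of *S. pombe* *cdc25-22* cells arrested in G2 was sequenced by the authors from *wdr70*+ and from *wdr70*Δ, as 1 library per genotype. According to the sample labels, the RNA of 2 cultures was mixed for each library, while the paper gives 2 biological replicates per condition. The labels also give an arrest at 35 °C for 3.5 h followed by 0.5 h with MMS, whereas the paper's general method is 37 °C for 6 h and its account of the sequencing mentions no MMS. The strains of the libraries are not named in the paper.

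The count tables hold raw read counts per gene, made by the authors with HTSeq 0.6.1 from paired-end reads (the version is from the submitters' processing notes and the paper's methods) and deposited without scaling. The aligner is not stated, and the only genome build in the labels is hg38, a human one. The authors also deposited a comparison of *wdr70*Δ with *wdr70*+, made with DESeq 1.18.0 per the paper's methods. Its columns headed as read counts are a scaled signal, as deposited, equal to the authors' counts times 0.192 in *wdr70*+ and 0.180 in *wdr70*Δ, with low counts listed as 0. Its log2 fold change is the authors' own and differs from the log2 ratio used here by at most 4.97e-05 over 5194 genes. It also has a value where the scaled column lists a low count as 0, for example 5.607 for SPNCRNA.96. The log2 fold change was thus not taken from the listed columns alone. Its p-value and q-value (corrected) per gene are those of the authors, who set thresholds of 0.005 for the corrected value and 1 for the log2 fold change. The deposited p-values and q-values were used for 1 alternative and are otherwise printed as the authors' values.

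Read totals were 5218474 in *wdr70*+ and 5522906 in *wdr70*Δ over 6679 genes, of which 930 had 0 reads in both libraries, 530 had 1 to 19 and 5219 had at least 20 and were kept. The genes with most reads did not dominate the libraries, with the top 10 taking 7.63% of the reads in *wdr70*+ and 6.73% in *wdr70*Δ. Counts were scaled by TMM (edgeR 4.0.16 in R 4.3.3). For each gene, the log2 ratio of *wdr70*Δ over *wdr70*+ was computed with a 95% interval from the exact binomial interval (Clopper-Pearson, SciPy 1.17.1) of the share of its reads in *wdr70*Δ. A gene counted as different with a ratio of at least 2-fold and an interval that excluded equality. For a gene with 0 reads in one library, the ratio was bounded against a floor of 3 counts in that library. edgeR's and DESeq2's tests could not be fitted to 1 library against 1 and no p-value was computed, no replicate could be checked, and all intervals cover counting error only.

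Gene groups and the rule for named genes were fixed before the data were examined, except for the groups of genes near the chromosome ends, small nucleolar RNAs and Tf2 retrotransposons, which were added later. Supplementary Table 1 had been read by then, so the groups on mating, iron, phosphate, uracil, meiosis, telomeres and hexose transport were chosen with its genes in view. Named are *wdr70* and the genes that the paper studies, the 10 protein-coding genes with the largest log2 ratio in each direction among those with at least 50 reads in the library with more, up to 4 different members of each group or, where none differs, the 2 with the most reads, and the 3 non-coding RNAs with the most reads in each direction. Members beyond this rule are given as examples of their group and were chosen after their values were seen, apart from the core resection genes, which are all given. Each group's median log2 ratio was placed among the medians of 10000 random groups of the same size, drawn within 20 bins of mean expression. Names, gene order, overlaps and copies were taken from the *S. pombe* reference annotation (ASM294v3), in which 6534 identifiers were found and 145 were not. A near-identical copy was a BLAST 2.17.0 match of at least 95% identity over at least 100 bp and 50% of the exon length. The primers for *wdr70* deletion were matched to the same assembly.

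The calling rule was tested on simulated data with counting error only and no variation between cultures, in which 200 genes were changed. It recovered 58% of genes changed 2-fold, 96% of those changed 3-fold and 100% of those changed 4-fold, none in the wrong direction, with 15 false calls among 5023 unchanged genes. The alternatives were DESeq2 1.42.0 size factors, total counts and upper quartile in place of TMM, minimums of 1 and 100 reads, a threshold of 1.5-fold, intervals widened by an assumed biological coefficient of variation of 0.2 or 0.4, and the authors' p-values corrected over the genes kept here. Added after the data were seen were counts over genes that no other gene overlaps and counts without the 40 outermost genes per end of chromosomes I and II. Tables were made with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6, and figures with Matplotlib 3.10.9.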

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

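The tests on small nucleolar RNAs, on genomic DNA at equal expression, on the gradient at chromosome ends without copies and on overlap among genes with 0 reads, and the group of genes near the chromosome ends, were chosen after the results were seen, and the other tests in this part before. The groups on iron, phosphate, uracil and meiosis were however chosen with Supplementary Table 1 in view, so their medians are not independent of its genes. Each result below is a signal that the paper's text does not discuss, although most of the single genes are in its Supplementary Table 1. Differences between the strains other than *wdr70*, such as the *ura4* marker and, if the strains had opposite types, the mating type, are confounded with the deletion in every case and stay open.

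*hry1* had a log2 ratio of *wdr70*Δ over *wdr70*+ of 5.86, the largest of the measured protein-coding genes other than *ura4*, which had 0 reads in *wdr70*+, and *mat2-Pc*, likewise. SPAC186.02c had a log2 ratio of 3.61. The haem receptor gene *shu1* had a log2 ratio of 2.65, and the 15 genes of iron uptake and use had a median of 0.35, above the central 95% of random groups (−0.20 to 0.16). The uracil-regulated gene *urg1* had a log2 ratio of 2.36. The acid phosphatase gene *pho1* had a log2 ratio of −1.80. *hry1*, SPAC186.02c, *shu1* and *pho1* also belong to the 40 outermost genes per chromosome end described below, so these are not separate signals. The 11 measured MBF target genes had a median log2 ratio of −0.38, below the central 95% of random groups (−0.25 to 0.23). For no group does such a place show a shift beyond variation between cultures, in which its genes can move together.

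The meiotic transcripts that Mmi1 marks for elimination had a median log2 ratio of 0.91, with *mei4* at 2.18, and 725 non-coding RNAs had a median of 0.38. Reads of overlapping genes are argued against, since the 241 non-coding RNAs that no other gene overlaps had a median of 0.55, at the 100th percentile of random groups. For genomic DNA in the *wdr70*Δ library, the first test left room, as the 5th percentile of protein-coding genes (59.0 reads per kb) exceeded the median excess of the non-coding RNAs (9.50 per kb), but among genes with 20 to 200 reads per kb the excess of 170 non-coding RNAs was larger than that of 476 protein-coding genes by 39.2 reads per kb (95% interval 31.3 to 46.1), where DNA would add the same to both. A candidate explanation is a weaker elimination of these RNAs by Mmi1 and the nuclear exosome, and 6 measured small nucleolar RNA genes, whose polyadenylated forms the exosome also removes, had a median of 1.13, at the 99.6th percentile of random groups of non-coding RNAs (−0.07 to 0.91 in their central 95%), which is in line with it. The mRNAs of RNA surveillance genes were not lower as a group. Of 14 measured, 8 had a log2 ratio above 0 and 6 below, with a median of 0.06, and none was 2-fold lower. *mmi1*, named after its value was seen, had 0.49 (0.34 to 0.65). The mRNA levels do not show the activity of these factors. The elimination itself was not measured, and nothing here sets Mmi1 or the exosome apart from another cause that acts on the same RNAs.

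Of the 40 outermost genes per end of chromosomes I and II, 120 were measured. Of these, 37 were at least 2-fold higher and 10 lower in *wdr70*Δ, and the median log2 ratio was 0.55, with *tlh2* at 2.66. The 90 protein-coding genes among them had a median of 0.33, still at the 100th percentile of random groups, with 25 higher and 9 lower. The rest are non-coding RNAs, a class that was higher over the whole genome, so these signals are not fully separate. By end, the medians were 0.74 and 0.94 at the left and right of chromosome I and 0.43 and 0.02 at the left and right of chromosome II. Reads shared between near-identical copies are argued against for the group as a whole, since the 89 genes without a copy had a median of 0.74, at the 100th percentile of random groups, though *tlh2* itself has a copy. Whether silencing weakens from the telomere inwards cannot be told apart. Over all genes, the median of the outermost 20 per end minus that of the next 20 was −0.66 (log2). Of random reorderings, 0.35% gave a lower difference, which would go against such weakening. Over genes without a near-identical copy, the difference was −0.04 (0.70 for 29 outer and 0.74 for 60 next genes), and 44.8% of random reorderings gave a lower one. The gap thus rests on genes whose reads can be shared. Chromosome ends that differ between the strains for reasons other than *wdr70* were not tested and stay open.

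Of 5104 protein-coding genes, 450 had 0 reads in both libraries, *ctp1* and *hta1* among them. Of these, 70.0% are covered over their whole length by another annotated gene, against 0.335% of the genes with at least 20 reads, which is in line with reads over a pair of genes having been left out of the counts. For the 135 that are not so covered, reads shared by near-identical copies, a partial overlap and silence cannot be told apart, since 19.3% have such a copy, against 1.27% of the genes with at least 20 reads, and most of the rest are covered in part (of the 46 with no overlap at all, 23 have a copy). Genes with 0 reads in these libraries are therefore not shown to be silent, and no biological explanation was tested.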

How the results depend on the processing

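No gene of core resection or its regulators was different under any alternative run for them (normalizations, minimums, 1.5-fold, assumed variation, the authors' p-values and genes without overlap), and the median of core resection stayed between −0.11 and −0.04. With DESeq2 size factors, total counts or upper quartile, the genes higher numbered 239, 242 and 231 (237 with TMM) and those lower 52, 51 and 59 (53 with TMM), and none of the 276 recomputed log2 ratios of 92 named genes left its counting interval. A change of scaling moves all log2 ratios by the same amount, here at most 0.016, so it does not test single genes. The counts without a minimum were 266 and 59, and with variation of 0.2 assumed 216 and 48. With at least 100 reads, 139 genes were higher, since fewer genes were counted, and 38 lower. At 1.5-fold, 474 were higher and 209 lower, as a lower threshold gives by construction. With an assumed coefficient of variation of 0.4, 62 were higher and 7 lower, since the intervals widen. With the authors' p-values corrected over the genes kept here, at the paper's thresholds, 89 were higher and 30 lower. These are the paper's numbers by construction, since the authors' own p-values, log2 fold changes and thresholds were used. Among genes that no other annotated gene overlaps, chosen after seeing the data, 114 were higher and 21 lower, since fewer genes were counted, and without the outermost genes of chromosomes I and II, also chosen then, 200 and 43. No paired analysis was possible because each genotype has 1 library, and leave-one-out was not run for the same reason. Depth limits the genes with 20 to 50 reads, whose intervals have a median half-width of 1.17 on the log2 scale.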

Differences from the paper's values

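At 2-fold, 237 genes were higher in *wdr70*Δ, where the paper's Supplementary Table 1 lists 89 at its thresholds of log2 fold change 1 and corrected *P*-value 0.005, the latter not used here because no *P*-value was computed. Of the alternatives set before the data were examined, the interval widened by an assumed coefficient of variation of 0.4 (62 genes) and the authors' p-values corrected over the genes kept here (89 genes) come within 1.5 times the paper's number. DESeq2 size factors, total counts, upper quartile, minimums of 1 and 100 reads, the 1.5-fold threshold and the assumed coefficient of 0.2 do not. The alternative with the authors' p-values reuses their values and thresholds, so it gives the paper's number by construction. Of the alternatives added after seeing the values, counting only genes that no other annotated gene overlaps gives 114 genes, within 1.5 times the paper's number, and drops 44 of the 89 genes in the paper's table, and leaving out the outermost genes of chromosomes I and II gives 200, which is not.

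For genes lower in *wdr70*Δ, 53 were found here and the paper's table lists 30. A minimum of 100 reads (38 genes) and the authors' corrected p-values (30 genes, again by construction) come within 1.5 times the paper's number, and the other alternatives set before the data were examined do not. Counting only genes without overlap, chosen after seeing the values, gives 21 genes and drops 16 of the paper's 30, and leaving out the outermost genes of chromosomes I and II, also chosen then, gives 43 genes and drops 6 of the 30. Both come within 1.5 times the paper's number. All 119 genes of the paper's table were different here in its direction. This follows from the same counts, whose log2 ratios differ from the deposited ones by at most 4.97e-05. In the deposited comparison, 119 genes pass both of the authors' thresholds, so the larger numbers here come from leaving out the corrected *P*-value. The 171 further genes different here had a median of 71 reads against 1133 for those in the table.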

Other observations

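The slope test on scaled counts and the group of Tf2 retrotransposons were chosen after the results were seen. Of 13 Tf2 retrotransposon genes, which are near-identical copies of each other, 4 were measured and none was 2-fold different by the rule used, with a median log2 ratio of 0.75 at the 97.94th percentile of random groups. Tf2-7 had 377 reads in *wdr70*+ and 607 in *wdr70*Δ, a log2 ratio of 0.59 (95% counting interval 0.41 to 0.78), Tf2-2 one of 0.94 (0.49 to 1.41), Tf2-10 with 8 and 16 reads one of 0.91 (−0.40 to 2.34) and Tf2-11 one of 0.15 (−0.16 to 0.47). Reads can be shared between these copies, so a value cannot be tied to 1 element.

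Of the other strain markers, *leu1* had a log2 ratio of −0.15 (−0.21 to −0.10) and *ade6* of −0.10 (−0.19 to −0.02). *his3*, which other annotated genes overlap over 92.6% of its length, had one of −0.58 (−1.02 to −0.15), and *arg3*, where the paper places its break site in other strains, −0.26 (−0.36 to −0.17). The *cdc25* gene had a log2 ratio of −0.08 (−0.27 to 0.11). The signalosome genes *csn1* and *csn5* had 0.73 (0.31 to 1.16) and −0.26 (−0.49 to −0.02). Other annotated genes overlap 70.5% of *csn1*.

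The strain table lists *cdc25-22* strains with and without *wdr70* both as a pair of opposite and as a pair of the same mating type, and the paper does not name the strains of the libraries. Whether these were of opposite mating type cannot be told apart from other causes of the difference in *mat2-Pc* and *mfm2*. Without these genes, the median of 4 P-specific genes was at the 82.4th percentile of random groups and that of 5 M-specific genes at the 41.5th. The prediction set for opposite types was above the 95th and below the 5th. The test cannot decide, since it holds few genes and whether they differ by mating type in cells arrested in G2 was not measured. Both groups were chosen with Supplementary Table 1 in view. The mating-type gene *mat1-Mc*, below the minimum of 20 reads and named after its value was seen, had 14 reads in *wdr70*+ and 3 in *wdr70*Δ (log2 ratio −2.32, −4.76 to −0.47).

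The authors' p-values were compared with those that counting error alone would give. Over 5130 genes, the z of the deposited p-values rose with that of the read counts at a slope of 0.44, where counting error of the reads needs a slope near 1, but with that of the authors' scaled counts at a slope of 1.00. The deposited p-values were thus larger than counting error of the reads alone would give. The slope of 1.00 follows from that of 0.44, because the scaled counts are the reads times 0.192 or 0.180. A single slope cannot show whether the p-values hold a term for variation between cultures.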
